# Interdependent iron and phosphorus availability controls photosynthesis through retrograde signaling

**DOI:** 10.1038/s41467-021-27548-2

**Published:** 2021-12-10

**Authors:** Hye-In Nam, Zaigham Shahzad, Yanniv Dorone, Sophie Clowez, Kangmei Zhao, Nadia Bouain, Katerina S. Lay-Pruitt, Huikyong Cho, Seung Y. Rhee, Hatem Rouached

**Keywords:** Plant signalling, Abiotic, Chloroplasts

## Abstract

Iron deficiency hampers photosynthesis and is associated with chlorosis. We recently showed that iron deficiency-induced chlorosis depends on phosphorus availability. How plants integrate these cues to control chlorophyll accumulation is unknown. Here, we show that iron limitation downregulates photosynthesis genes in a phosphorus-dependent manner. Using transcriptomics and genome-wide association analysis, we identify two genes, *PHT4;4* encoding a chloroplastic ascorbate transporter and *bZIP58*, encoding a nuclear transcription factor, which prevent the downregulation of photosynthesis genes leading to the stay-green phenotype under iron-phosphorus deficiency. Joint limitation of these nutrients induces ascorbate accumulation by activating expression of an ascorbate biosynthesis gene, *VTC4*, which requires bZIP58. Furthermore, we demonstrate that chloroplastic ascorbate transport prevents the downregulation of photosynthesis genes under iron-phosphorus combined deficiency through modulation of ROS homeostasis. Our study uncovers a ROS-mediated chloroplastic retrograde signaling pathway to adapt photosynthesis to nutrient availability.

## Abstract (web summary)

Iron deficiency induces chlorosis in plants but only when phosphate supply is sufficient. Here, the authors show that phosphate-dependency is governed by a ROS-mediated retrograde signaling pathway involving the PHT4;4 chloroplast ascorbate transporter and the bZIP58 nuclear transcription factor.

## Introduction

Chloroplasts are sites of photosynthesis, whose function requires numerous proteins encoded in the nuclear genome^1^. Although plants tightly orchestrate chloroplast-to-nucleus signaling (retrograde control), it is poorly understood at the mechanistic level. In addition, the adequate accumulation of nutrients such as iron (Fe) in chloroplasts is required for their optimal performance^2,3^. Up to 80% of Fe in leaves is located in the chloroplasts^4,5^, where its ability to donate and accept electrons plays a central role in electron transfer reactions^6^. Fe is found in all electron transfer complexes PSI, PSII, cytochrome b6f complex, and ferredoxins and is required for the biogenesis of cofactors such as hemes and iron–sulfur clusters^7,8^. Plants grown under Fe-deficient (−Fe) environments show chlorotic symptoms^9^, and compromised photosynthesis^2,3^. However, chlorotic leaves can also develop under high-phosphorus (P) conditions, despite replete Fe levels^10^, challenging the causal connection between Fe concentration and chlorophyll accumulation. Moreover, we recently reported that rice plants grown under a combined Fe and P deficiency (−Fe−P) do not exhibit a chlorotic phenotype^11^. These observations revealed a gap in our understanding of the interdependent effects of nutrient availability on regulating photosynthesis. Here, we addressed this issue through a combination of global gene expression analyses and genome-wide association studies (GWAS) to find expression quantitative trait loci (eQTLs) and uncovered a regulatory module that controls chlorophyll accumulation in response to Fe and P availability. This module involves an ascorbic acid (AsA) synthesis enzyme named VITAMINC4 (VTC4), a chloroplastic AsA transporter named PHOSPHATE TRANSPORTER 4;4 (PHT4;4), and a putative transcription factor named BASIC LEUCINE-ZIPPER 58 (bZIP58). The functioning of this module sheds light on the importance of chloroplast–nucleus communications under co-occurring nutrient deficiencies in controlling photosynthesis.

## Results

### Iron-induced chlorosis is independent of Fe status

We previously reported that Fe-deficiency-induced chlorosis depends on P availability in rice^11^. To investigate whether the interdependent effects of Fe and P availability on chlorosis are conserved across monocot and eudicot species, we phenotyped *Arabidopsis thaliana* Col-0 (eudicot) and *Lemna gibba* (monocot), along with *Oryza sativa* (monocot), under different regimes of Fe and P availability. Fe deficiency (−Fe) caused chlorosis in all three species, but only in the presence of P (−Fe+P) (Fig. 1a–c). Quantification of chlorophyll content confirmed that −Fe significantly reduced the accumulation of chlorophyll in all three species (Fig. 1d). However, under −Fe−P conditions, chlorophyll content was comparable to control (+Fe+P) conditions in these species (Fig. 1d). Next, we focused on Arabidopsis to gain insights into the physiological and molecular processes underlying the stay-green phenotype (lack of chlorosis development) under −Fe−P conditions. First, we asked whether the stay-green phenotype under −Fe−P is caused by an increase of Fe levels in shoots. Plants grown in −Fe+P conditions decreased total Fe in shoots by twofold compared to +Fe+P conditions (Supplementary Fig. 1). On the other hand, under +Fe−P conditions, Fe levels increased by 2.2-fold relative to +Fe+P conditions (Supplementary Fig. 1). Surprisingly, Fe levels in plants grown under −Fe−P were reduced and indistinguishable from the Fe levels in −Fe+P conditions (Supplementary Fig. 1). Therefore, the stay-green phenotype under −Fe−P appears independent of shoot Fe status. Furthermore, examination of bioavailable Fe^2+^ in leaves using the Turnbull/DAB (stains Fe^2+^)^12,13^ staining revealed enhanced accumulation of Fe under +Fe−P and reduced Fe under −Fe+P compared to control (+Fe+P) (Fig. 1e). Under −Fe−P, Fe accumulation was also reduced compared to control and indistinguishable from −Fe+P, indicating that the higher chlorophyll content under −Fe−P compared to −Fe+P is not due to an increase in bioavailable Fe (Fig. 1e). Similarly, quantification using the phenanthroline method^14^ detected no difference in bioavailable Fe^2+^ accumulation under −Fe+P and −Fe−P conditions (Fig. 1f). Taken together, these results show that the onset of chlorosis during −Fe requires sufficient P in the growth media, and that the “stay-green” phenotype under the combined −Fe−P deficiency is unlikely due to Fe nutritional status in leaves.

**Fig. 1:**
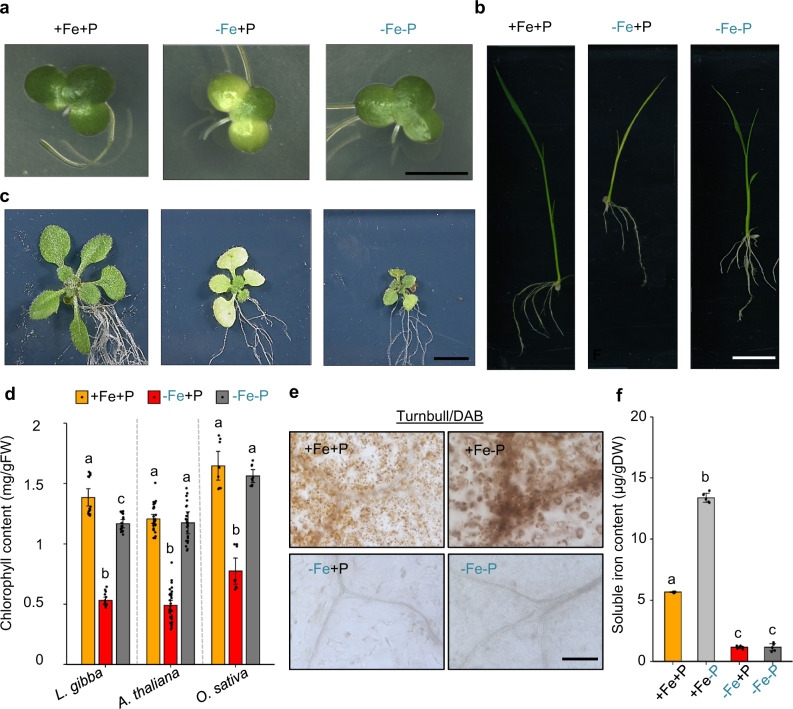
Phosphorus deficiency prevents iron deficiency-induced chlorosis in evolutionarily distant plant species. **a**–**c** Duckweed *(Lemna gibba)*, rice (*Oryza sativa* cv Nipponbare), and *Arabidopsis thaliana* plants grown on media containing iron and phosphorus (+Fe+P), deficient in iron (−Fe+P), or deficient in both elements (−Fe−P). Representative images of *L. gibba* propagated for 28 days (**a**), 24-day-old rice (**b**) and 14-day-old *A. thaliana* (Col-0) (**c**) are shown. The experiment was repeated with similar results  three times. **d** Mean chlorophyll accumulation in *L. gibba*, *A. thaliana*, and *O. sativa* grown under +Fe+P, −Fe+P, and −Fe−P conditions. Scale bars: 7 mm (**a**), 10 mm (**b**), and 5 mm (**c**). Data shown are from three experiments with 3–10 plants per experiment. Error bars represent 95% confidence intervals. FW: fresh weight. **e** Turnbull staining of Fe^2+^ in leaves of seedlings grown on +Fe+P for ten days and transferred to +Fe+P, +Fe−P, −Fe+P or −Fe−P conditions for 7 days. The experiment was repeated with similar results three times. **f** Mean soluble iron content in shoots of fourteen-day-old *A. thaliana* plants grown on agar plates containing +Fe+P, +Fe−P, −Fe+P, or −Fe−P. Data shown are from three experiments with ten plants per experiment. Error bars represent 95% confidence intervals. DW dry weight. For **d** and **f**, letters above bars represent statistically different means within each species-specific comparison at *P* < 0.05 (one-way ANOVA with a Duncan post hoc test). Source data are provided as a Source Data file.

### Phosphorus availability modulates the effect of iron deficiency on chlorophyll accumulation and photosystem activity

To understand the cause of chlorophyll reduction in response to −Fe, we first explored the timing of −Fe sensing and photosynthetic function response. Since −Fe affects chlorophyll accumulation and photosystem II (PSII) activity^15,16^, we monitored their kinetics over 172 h (h) (Fig. 2a, b and Supplementary Fig. 2A–C). Arabidopsis plants were first grown on +Fe+P media for 1 week, and then transferred to +Fe+P, −Fe+P, or −Fe−P conditions. −Fe+P caused a significant decrease in chlorophyll content, which was observable starting at 52 h after the transfer to −Fe+P (Fig. 2a). However, transfer to −Fe−P did not affect chlorophyll content, even at 172 h after the transfer (Fig. 2a). To determine how photosynthesis was affected, we measured Fv/Fm, which reflects the quantum yield of photochemistry and is a measure of PSII activity^15,16^. Plants under −Fe+P decreased Fv/Fm, which was observable starting at 52 h, indicative of compromised electron transport through PSII, and which coincides with the decrease of chlorophyll accumulation (Fig. 2b). By 172 h, PSII activity was substantially reduced under −Fe+P compared to +Fe+P. However, plants under −Fe−P showed slightly lower but stabilized Fv/Fm compared to those in +Fe+P (Fig. 2b). Similarly, non-photochemical quenching decayed as a function of time under −Fe+P whereas the decay was substantially less in −Fe−P (Supplementary Fig. 2D). These physiological characterizations showed that chlorophyll accumulation and photosystem activity were affected by −Fe, and both responses were P-dependent (Fig. 2a, b and Supplementary Fig. 2D).

**Fig. 2:**
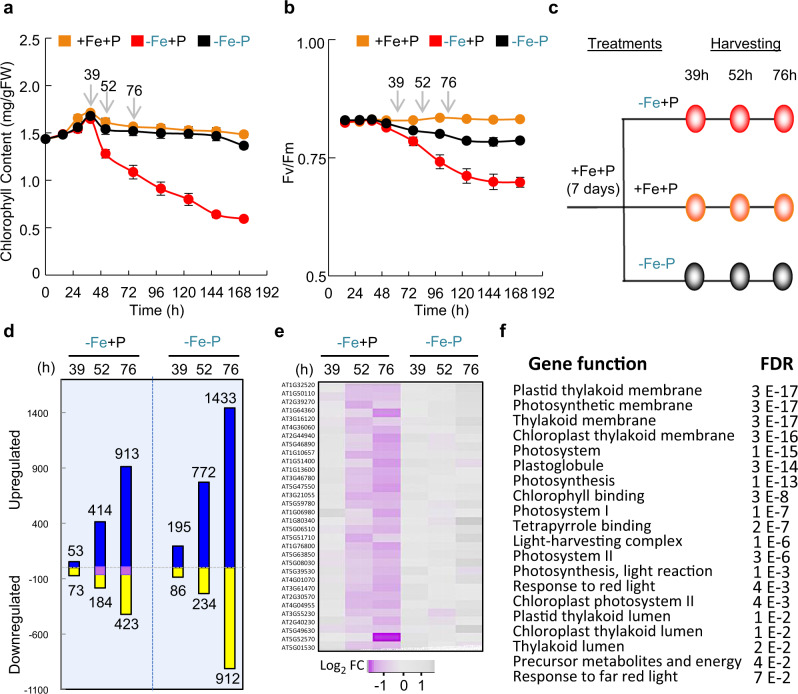
Kinetics of chlorophyll accumulation, photosystem II activity, and transcriptome change in response to iron and phosphorus availability. **a**, **b** Chlorophyll content and PSII activity (Fv/Fm) in response to iron and/or phosphate deficiency in *A. thaliana*. Seedlings were grown for 7 days in the presence of iron and phosphorus (+Fe+P) and transferred to three different media: +Fe+P, −Fe+P, or −Fe−P for 15, 28, 39, 52, 76, 100, 124, 148, and 172 h. **a** Mean chlorophyll data shown are from three experiments with eight plants per experiment. Error bars represent 95% confidence intervals. FW fresh weight. **b** Mean Fv/Fm data shown are from three experiments with 16 plants per experiment. Error bars represent the 95% confidence intervals. **c** Experimental design for transcriptomic studies on *A. thaliana* (Col-0) shoots. Plants were grown in +Fe+P media for 7 days before transfer to three different media conditions (+Fe+P, −Fe+P, or −Fe−P). Shoots were harvested for RNA extraction and sequencing at the 39, 52, and 76 h time points. **d** Global expression analysis of genes in response to −Fe+P and −Fe−P relative to +Fe+P. Numbers of genes displaying at least twofold change in their expression are shown for each condition. The 32 genes that were decreased specifically in −Fe+P but not in −Fe−P relative to +Fe+P at 52 h and 76 h (highlighted in purple) were used to perform genome-wide association studies. **e** A heatmap showing gene expression patterns of the 32 genes in −Fe+P and −Fe−P relative to control (+Fe+P) at 39, 52, and 76 h after transfer. LogFC log2 fold change. **f** Gene Ontology enrichment for the 32 genes whose mRNA abundance was specifically decreased by −Fe+P. FDR false-discovery rate. Source data are provided as a Source Data file.

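Most of the 31 measured genes of the paper's list, here photosynthesis-related genes (PRGs), fell in −Fe+P at 52 and 76 h, and few were called in −Fe−P. In −Fe+P, 3, 16 and 22 of them were downregulated at 39, 52 and 76 h (3, 17 and 22 when adjusted over the list alone). In −Fe−P, 0, 1 and 0 were downregulated and 0, 1 and 1 upregulated, also when adjusted over the list alone. The study chose these genes on these samples, so no count or test of the list is independent evidence. At both 52 and 76 h, 14 were downregulated in −Fe+P and not in −Fe−P, and the direct difference between the media passed an adjusted p under 0.05 at both times for 12 of them. Directly, 1, 7 and 16 PRGs were higher in −Fe−P than in −Fe+P, also when adjusted over the list alone. bZIP58 (AT1G13600), the transcription factor gene the paper goes on to study, held 3.81 ± 0.892 TPM in +Fe+P, 1.31 ± 0.411 TPM in −Fe+P and 2.17 ± 0.739 TPM in −Fe−P at 76 h (SD, n = 3). Its log2 fold changes in −Fe+P were −1.18 and −1.25 at 52 and 76 h (standard error 0.23, adjusted p = 4.9e-04 and 1.3e-04). In −Fe−P it did not pass at 52 h (adjusted p = 0.203) and had −0.71 at 76 h (adjusted p = 0.0104). bZIP58 was higher in −Fe−P than in −Fe+P by 0.81 and 0.54, under 2-fold (adjusted p = 0.00947 and 0.0498). The 76 h difference did not pass with pseudocount 1 (0.0554), in a fit of only its 6 samples (0.0944), in the robust fit (0.0505), or without −Fe+P 76 h replicate 1 (0.146) or 3 (0.167) or −Fe−P 76 h replicate 2 (0.211) or 3 (0.163), as adjusted p. The 52 h difference did not pass without −Fe−P 52 h replicate 3 (adjusted p = 0.0674), nor the −Fe−P value of 76 h without +Fe+P 76 h replicate 2 (0.0599) or −Fe−P 76 h replicate 1 (0.0961). LHCA2 (AT3G61470), an antenna gene of photosystem I, held 3311 ± 221 TPM in +Fe+P, 1133 ± 40.3 in −Fe+P and 1893 ± 174 in −Fe−P at 76 h (SD, n = 3). Its log2 fold changes were −1.33 and −1.55 in −Fe+P and −0.76 and −0.81 in −Fe−P at 52 and 76 h (standard error 0.11). PTAC16 had −1.10 and −1.28 in −Fe+P and −0.72 and −0.72 in −Fe−P (standard error 0.08). LHCB4.1 had −0.95 and −1.08 in −Fe+P and −0.61 and −0.78 in −Fe−P (standard error 0.10). PSBTN and PSBW, photosystem II genes, had −0.97 and −0.91 in −Fe+P at 76 h, less than 2-fold (standard errors 0.12 and 0.12). The paper's values are −1.08 and −1.02, apart from these by no more than the spread between replicates. The paper's values and these come from the same samples, so that spread is a yardstick and not the error of their difference.

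**Figure D1:**
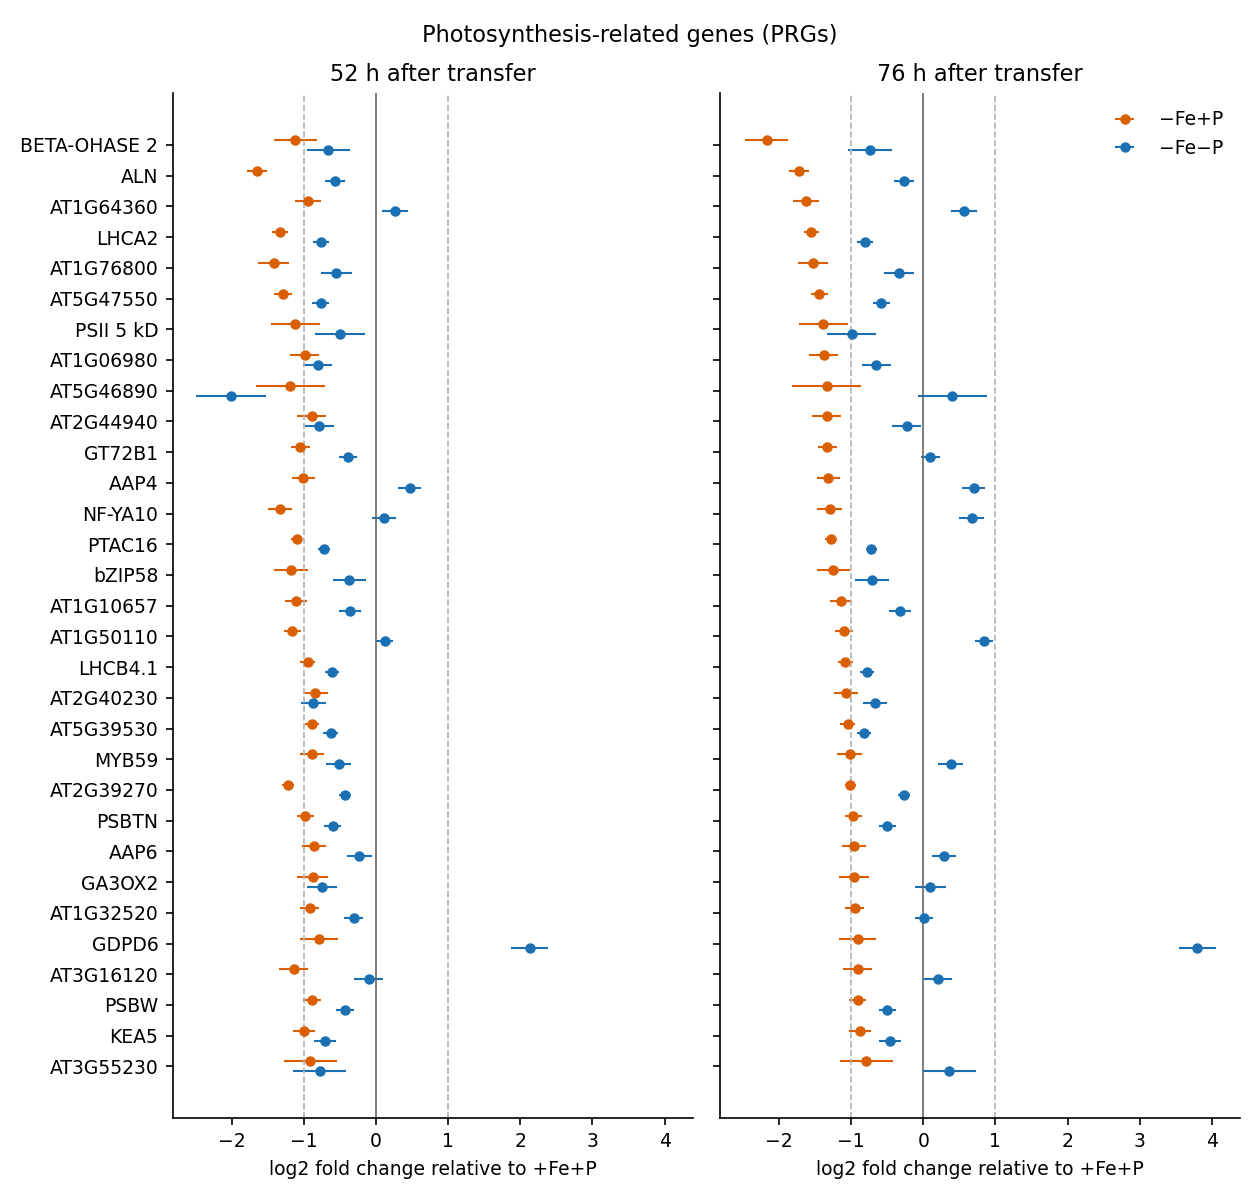
Log2 fold change relative to +Fe+P (x axis) of each of the 31 measured PRGs (y axis) at 52 h (left) and 76 h (right), in −Fe+P (orange) and −Fe−P (blue). Points are fitted values over 3 samples per group, error bars are standard errors and dashed lines mark a 2-fold change. GDPD6 lies furthest to the right, in −Fe−P at 76 h.

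Other PRGs were higher in −Fe−P than in −Fe+P by more. AAP4, an amino acid permease gene, had log2 fold changes of −1.01 and −1.32 in −Fe+P and 0.47 and 0.70 in −Fe−P at 52 and 76 h (standard error 0.16). The transcription factor gene NF-YA10 had −1.33 and −1.30 in −Fe+P (standard error 0.17) and differed directly by 1.44 and 1.97. GDPD6, a glycerophosphodiester phosphodiesterase gene, had −0.79 and −0.91 in −Fe+P and 2.13 and 3.80 in −Fe−P (standard error 0.26). The values of AAP4 in −Fe−P and of GDPD6 in −Fe+P at 52 h, both under 2-fold, each no longer passed without any of 3 single samples (adjusted p = 0.0849 to 0.100 for AAP4 without +Fe+P replicate 2 or −Fe−P replicate 2 or 3, and 0.0534 to 0.116 for GDPD6 without +Fe+P replicate 3 or −Fe+P replicate 1 or 2), nor did GDPD6 at 76 h without +Fe+P replicate 2 (0.0547). At 52 h, AAP4 also did not pass with the median of ratios (0.0679), nor GDPD6 with pseudocount 1 (0.0806). AT4G36060, at a mean of 0.970 TPM, was below the minimum and not tested. By camera, the list was lower in −Fe−P (adjusted p = 1.4e-12, 4.9e-09 and 0.0454), with adjusted p = 0.0132, 0.0359 and 0.453 with an estimated correlation, a test that rests on the same samples as the choice of the genes. With no minimum fold, 29 of the 31 passed as lower in −Fe+P at 52 h, and 16, 18 and 14 did in −Fe−P at the 3 times. With TPM scaled by the median of ratios, the 16 genes of 52 h became 27.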

### Phosphorus and iron interaction regulates the expression of photosynthesis-related genes (PRGs)

Based on these findings, we selected three time points at 39, 52, and 76 h after the transfer of plants to +Fe+P, −Fe+P, or −Fe−P to conduct a global gene expression analysis in shoots (Fig. 2c and Supplementary Fig. 3A–F). 

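Shoot RNA was sequenced from wild-type (Col-0) plants kept for 7 days on +Fe+P and then moved to +Fe+P, −Fe+P or −Fe−P for 39, 52 or 76 h. There were 3 samples for each of the 9 combinations of medium and time, 27 in all. The authors selected mRNA with oligo-dT beads and sequenced KAPA RNA HyperPrep libraries on an Illumina NextSeq instrument. They aligned the reads to TAIR10 with HISAT2 and tested differential expression with DESeq2. The deposited values are in TPM, in which the reads of a gene are divided by its length and scaled to the same total in every sample. The values of a gene were whole multiples of a step set by the sample and the gene, within 0.02 reads, and the number of reads, in megareads (M), was recovered from these steps. At 39 h the samples held 40.7 to 45.7 M in +Fe+P (median 43.5 M), 41.5 to 47.8 M in −Fe+P (median 43.3 M) and 38.6 to 53.7 M in −Fe−P (median 42.5 M). At 52 h they held 25.6 to 50.1 M in +Fe+P (median 46.0 M), 44.6 to 47.4 M in −Fe+P (median 46.4 M) and 31.4 to 44.3 M in −Fe−P (median 34.2 M). At 76 h they held 42.4 to 46.6 M in +Fe+P (median 44.2 M), 44.4 to 56.5 M in −Fe+P (median 46.3 M) and 34.7 to 42.2 M in −Fe−P (median 41.4 M). Genes with a mean just above 1 TPM had a median of 35 reads per sample. The 18910 genes with a mean of at least 1 TPM were tested on log2(TPM + 0.5) with limma's moderated test in 1 fit of all 9 groups. The added 0.5 makes the fold changes of weakly expressed genes smaller. A gene was called upregulated or downregulated at a Benjamini-Hochberg adjusted p under 0.05 and a change of at least 2-fold. Gene lists fixed before the data were examined were compared with all other genes by camera, with a preset correlation of 0.01 between genes. The paper calls the replicates biological, and its reporting summary states at least 3 independent experiments for all genotypes without saying which samples belong to which, so p-values measure only the spread between these samples.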

We identified genes whose expression levels were either increased or decreased by −Fe+P relative to +Fe+P by at least twofold at a *P* value <0.05 (Fig. 2d and Supplementary Data 1). 

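In −Fe+P shoots, genes of the iron deficiency response rose, and genes of iron storage and iron-using enzymes fell. Of 26 measured genes of the iron deficiency response, 19, 19 and 18 were upregulated at 39, 52 and 76 h and 0 were downregulated, also when adjusted over the list alone. BHLH100, a transcription factor gene of this response, rose at 76 h from 2.13 ± 1.08 TPM in +Fe+P to 519 ± 20.9 TPM in −Fe+P (SD, n = 3). Its log2 fold change was 7.72 (standard error 0.45, adjusted p = 2.4e-11). Its relatives bHLH38, bHLH39 and BHLH101 had 6.82, 6.54 and 6.08 at that time (standard errors 0.43, 0.43 and 0.29). bHLH38 and bHLH39 are close paralogs whose reads are hard to tell apart. Of 17 measured genes of iron storage and iron-using enzymes, 14, 13 and 14 were downregulated and 0 were upregulated, also when adjusted over the list alone. NEET, which encodes an iron-sulfur protein, fell at 52 h from 215 ± 10.3 TPM to 0.796 ± 0.140 TPM (SD, n = 3). Its log2 fold change was −7.38 (standard error 0.24, adjusted p = 5.7e-16). The ferritin gene FER1 had log2 fold changes of −5.05 and −4.68 at 39 and 52 h (standard error 0.36), and the nicotianamine synthase gene NAS3 −3.60 at 76 h (standard error 0.22). Of 13 measured superoxide and peroxide scavenging enzymes, 5, 4 and 5 were downregulated and 0 were upregulated, also when adjusted over the list alone. The chloroplast ascorbate peroxidase gene SAPX and the iron superoxide dismutase gene FSD1 had −3.24 and −3.07 at 76 h (standard errors 0.21 and 0.15). Of 10 genes of plastid iron-sulfur cluster assembly, 1, 1 and 1 were downregulated, also when adjusted over the list alone. This was the scaffold gene ABCI8, with log2 fold changes of −2.95, −2.77 and −2.55 (standard error 0.12). Among the other genes with the highest log2 fold changes was AT4G36700, a cupin family gene (5.08, 7.40 and 6.37; standard error 0.42). Among the lowest was MEE3, a MYB family gene (−4.07, −4.70 and −5.12; standard error 0.23). Over all genes, 105, 526 and 836 were upregulated and 83, 130 and 226 were downregulated. By camera, the iron deficiency response was higher than other genes (adjusted p = 5.6e-30, 7.3e-18 and 2.6e-11), with adjusted p = 0.0159, 0.0638 and 0.161 with an estimated correlation. The iron storage list was lower (adjusted p = 1.5e-47, 9.7e-42 and 2.2e-24), and stayed so with an estimated correlation. The scavenging list was lower too (adjusted p = 6.4e-10, 8.3e-09 and 6.8e-05), with adjusted p = 0.0132, 0.0166 and 0.101 with an estimated correlation. The iron-sulfur list had adjusted p = 0.00915, 0.0212 and 0.0606, with adjusted p = 0.402, 0.470 and 0.545 with an estimated correlation. At 52 h its median of 0.03 and its mean of −0.23 differed in sign. The median log2 fold change of all tested genes was 0.05, 0.16 and 0.11, and 0.01, −0.01 and −0.00 with the median of ratios. With TPM scaled by the median of ratios, the 526 upregulated and 130 downregulated genes of 52 h (80.2% up) became 395 and 175 (69.3% up).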

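In −Fe−P shoots, genes of the phosphate starvation response and of the iron deficiency response rose in the same samples. Of 28 measured phosphate starvation genes, 22, 25 and 25 were upregulated at 39, 52 and 76 h relative to +Fe+P and 0 were downregulated (23, 25 and 25 when adjusted over the list alone). IPS1, a non-coding RNA gene, rose at 76 h from 0.0929 ± 0.0323 TPM in +Fe+P to 266 ± 18.8 TPM in −Fe−P (SD, n = 3). Its log2 fold change was 8.81 (standard error 0.22, adjusted p = 4.6e-18). The phosphatase genes PS2 and PEPC1 had 7.74 and 7.59 at 76 h (standard errors 0.24 and 0.25). SPX1, a regulator of phosphate signaling, had 4.07, 4.60 and 5.11 at the 3 times (standard error 0.19). Of 26 measured iron deficiency response genes, 20, 18 and 18 were upregulated (21, 18 and 18 when adjusted over the list alone) and 0, 1 and 1 were downregulated. The downregulated gene was NAS1, named here after its value was seen, with log2 fold changes of −1.12 and −1.15 at 52 and 76 h (standard error 0.21). BHLH100 had 4.49, 5.96 and 7.03 at the 3 times. Of 17 measured genes of iron storage and iron-using enzymes, 13, 11 and 8 were downregulated, also when adjusted over the list alone. NEET had log2 fold changes of −6.35, −6.22 and −4.35. Of 13 measured scavenging enzymes, 5, 4 and 2 were downregulated, also when adjusted over the list alone, and FSD1 had −3.00, −3.01 and −2.85. ABCI8 had −2.93, −2.19 and −1.30. AT1G23110 rose by log2 fold changes of 6.17, 6.39 and 7.21 (standard error 0.26), and AT3G49160, a pyruvate kinase family gene, had −3.44 and −3.33 at 52 and 76 h (standard error 0.28). Over all genes, 274, 842 and 1199 were upregulated and 104, 150 and 491 were downregulated. By camera, the phosphate starvation list was higher than other genes (adjusted p = 2.4e-41, 2.6e-27 and 3.8e-23), with adjusted p = 0.0116, 0.0345 and 0.0540 with an estimated correlation. The iron deficiency list was higher (adjusted p = 1.4e-21, 1.5e-10 and 1.9e-08), with adjusted p = 0.0403, 0.164 and 0.211 with an estimated correlation. The iron storage list was lower (adjusted p = 1.2e-33, 9.6e-18 and 3.5e-07), with adjusted p = 0.00251, 0.0226 and 0.164 with an estimated correlation. The scavenging list was lower (adjusted p = 6.3e-07, 2.3e-04 and 0.0248), with adjusted p = 0.0368, 0.129 and 0.324 with an estimated correlation. The median log2 fold change of all tested genes was 0.04, 0.11 and 0.10, and −0.01, −0.01 and −0.02 with the median of ratios. With TPM scaled by the median of ratios, the 1199 upregulated and 491 downregulated genes of 76 h (70.9% up) became 999 and 716 (58.3% up). In replicate 1 of −Fe−P at 39 h, 671 genes lay at least 2-fold from the other replicates, against 39 to 229 in every other sample, and 24 of the 28 phosphate starvation genes lay above all 6 phosphate-sufficient samples of 39 h, against 27 in each of its mates.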

Even more genes were either upregulated or downregulated in −Fe−P conditions relative to +Fe+P (Fig. 2d and Supplementary Fig. 4A–C). 

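Compared directly, −Fe−P and −Fe+P shoots differed in most phosphate starvation genes and in few genes of the iron deficiency response. Between −Fe−P and −Fe+P, 141, 229 and 756 genes were higher and 14, 188 and 920 were lower in −Fe−P at 39, 52 and 76 h. Without −Fe−P 39 h replicate 1, the 14 lower genes of 39 h became 27. Of 28 measured phosphate starvation genes, 24, 25 and 26 were higher in −Fe−P, also when adjusted over the list alone, and 0 were lower. PEPC1 was higher by log2 fold changes of 4.75, 6.11 and 7.89 (standard error 0.25), and SPX3, an SPX domain gene, by 7.24 at 76 h (standard error 0.20, adjusted p = 1.7e-17). AT5G51440, which encodes a mitochondrial small heat shock protein, was lower in −Fe−P, with log2 fold changes of −1.58, −3.33 and −3.18 (standard error 0.18, n = 3). TOM7-2, a mitochondrial import gene, was lower too, with −1.14 and −1.91 at 39 and 52 h (standard error 0.15). The defensin genes PDF1.2c and PDF1.2, close paralogs whose reads are hard to tell apart, had −3.69 and −3.51 at 76 h (standard errors 0.51 and 0.43). Of 26 measured iron deficiency response genes, 0, 0 and 0 were higher and 0, 0 and 1 were lower, 0, 0 and 0 when adjusted over the list alone. The lower gene was bHLH38 (log2 fold change −1.09, standard error 0.43, adjusted p = 0.0380), which did not pass without any 1 of the 6 samples (adjusted p = 0.0615 to 0.0976). Of 17 measured genes of iron storage and iron-using enzymes, 0, 2 and 8 were higher in −Fe−P, also when adjusted over the list alone. NAS3 and NEET were higher by 2.31 and 2.28 at 76 h. In −Fe+P relative to +Fe+P, 0, 3 and 1 phosphate starvation genes were upregulated, also when adjusted over the list alone. PS2 had log2 fold changes of 1.30 and 1.57 at 52 and 76 h (standard error 0.24), and SRG3 and SPX1 had 1.10 and 1.05 at 52 h (standard errors 0.19 and 0.19). Called at a time in 1 medium and not in the other relative to +Fe+P, and summed over the 3 times, 689 calls belonged to −Fe+P alone and 1843 to −Fe−P alone. By camera, the phosphate starvation list was higher in −Fe−P than in −Fe+P (adjusted p = 2.9e-76, 9.3e-44 and 2.4e-29), and stayed so with an estimated correlation. The iron storage list had adjusted p = 0.287, 3.0e-04 and 1.2e-04, with adjusted p = 0.779, 0.315 and 0.287 with an estimated correlation. The iron deficiency list had adjusted p = 0.792, 0.0695 and 0.675, with adjusted p = 0.938, 0.718 and 0.926 with an estimated correlation. Across the 18910 genes, which are not independent replicates, the log2 fold changes in −Fe+P and in −Fe−P had a Pearson r of 0.69, 0.66 and 0.46 and a covariance of 0.0850, 0.153 and 0.169. Both are taken from the same 3 +Fe+P samples of each time. In 20 simulations with no effect of either medium, this alone gave r = 0.50 and a covariance of 0.0115 to 0.0117. The 3 phosphate starvation genes of −Fe+P at 52 h became 1 with TPM scaled by the median of ratios, and 1 without −Fe+P 52 h replicate 2.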

A total of 673 and 2434 transcripts were specifically differentially regulated in response to −Fe+P or −Fe−P, respectively, supporting the existence of different signaling pathways under the two conditions (Supplementary Fig. 4A–C). To identify functions enriched in genes that were differently regulated by −Fe+P or −Fe−P, we performed Gene Ontology (GO) enrichment analysis. 

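The genes called in −Fe−P and not in −Fe+P at both 52 and 76 h held ribosome and nucleolus genes among those that fell, and phosphate starvation genes among those that rose. Of 28 genes of the cytosolic ribosome and nucleolus, 0, 3 and 22 were downregulated in −Fe−P at 39, 52 and 76 h, also when adjusted over the list alone. Their median log2 fold changes were −0.31, −0.77 and −1.28. In −Fe+P, 0, 0 and 0 of the 28 were downregulated. FIB2, which encodes the nucleolar protein fibrillarin, fell at 76 h from 42.1 ± 3.84 TPM in +Fe+P to 10.7 ± 1.44 TPM in −Fe−P (SD, n = 3). Its log2 fold change was −1.93 (standard error 0.14, adjusted p = 3.3e-10). RACK1C_AT and RACK1B_AT had −1.82 and −1.78 (standard errors 0.13 and 0.15). Directly against −Fe+P, 0, 5 and 25 of the 28 were lower in −Fe−P, also when adjusted over the list alone.

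**Figure D2:**
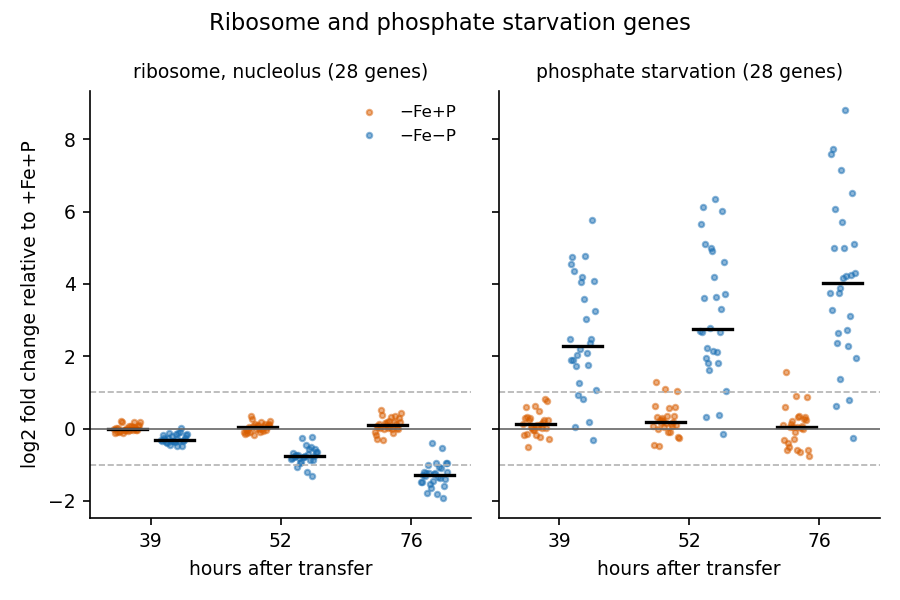
Log2 fold change relative to +Fe+P (y axis) of each measured gene of the ribosome and nucleolus list and of the phosphate starvation list at 39, 52 and 76 h after transfer (x axis), in −Fe+P (orange) and −Fe−P (blue). Points are genes, black bars are medians and dashed lines mark a 2-fold change. In −Fe−P the phosphate starvation median rises to 4.03 at 76 h.

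Of the 33 genes downregulated in −Fe−P alone at both times, 3 belonged to the ribosome list, where 0.0489 would be expected among the tested genes (Fisher's exact test, two-sided, adjusted p = 3.0e-04). The direct difference between −Fe−P and −Fe+P passed an adjusted p under 0.05 at both times for 26 of the 33. Of the 293 genes upregulated in −Fe−P alone, 262 passed that test. 22 of these 262 were phosphate starvation genes, against 0.388 expected (Fisher's exact test, adjusted p = 1.6e-34). Fisher's test treats genes as independent, so its p-values can be too small for lists whose genes vary together. Of 12 measured drought and abscisic acid response genes, 2, 5 and 9 were upregulated in −Fe−P and 1, 3 and 2 in −Fe+P, also when adjusted over the list alone. AT3G02480, a late embryogenesis abundant family gene, had log2 fold changes of 4.18, 5.35 and 3.77 in −Fe−P and 4.35, 6.06 and 4.98 in −Fe+P (standard error 0.30). The proline synthesis gene P5CS1 had 1.74 and 2.34 in −Fe−P at 52 and 76 h (standard error 0.13), and the abscisic acid synthesis gene NCED3 2.22 at 76 h (standard error 0.20). Between −Fe−P and −Fe+P, 2, 1 and 7 drought genes were higher and 0, 0 and 1 lower in −Fe−P. By camera, the ribosome list was lower in −Fe−P (adjusted p = 8.1e-11, 2.5e-26 and 8.1e-24), with adjusted p = 0.243, 0.0622 and 0.0803 with an estimated correlation. The drought list was higher in −Fe−P (adjusted p = 0.0179, 0.00324 and 8.4e-05), with adjusted p = 0.333, 0.243 and 0.138 with an estimated correlation. The 33 genes became 51 without −Fe−P 52 h replicate 1 and 58 with TPM scaled by the median of ratios. The 3 ribosome genes of −Fe−P at 52 h became 5 in each of these. The 5 ribosome genes lower in −Fe−P than in −Fe+P at 52 h became 2 without −Fe−P 52 h replicate 2 and 3 without −Fe−P 52 h replicate 3.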

The common set of 52 genes that were specifically downregulated by −Fe−P at 52 h and 76 h after the transfer (Supplementary Fig. 5A and Supplementary Data 1) showed enrichment for ribosomal genes (Supplementary Fig. 5B) while upregulated genes (162 genes, Supplementary Fig. 5C, Supplementary Data 1) revealed enrichment for genes involved in cation transport, response to water, and ester hydrolysis (Supplementary Fig. 5D and Supplementary Data 1). On the other hand, GO analysis of the 32 genes specifically downregulated by −Fe+P but not affected by −Fe−P at 52 h and 76 h (Fig. 2e and Supplementary Data 1) revealed an enrichment of genes related to the chloroplast and photosynthesis-related processes (Fig. 2f), while upregulated genes (Supplementary Fig. 5E) were enriched for genes related to cellular respiration, oxidation–reduction process, and energy metabolism (35 genes; Supplementary Fig. 5F). 

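Genes upregulated in −Fe+P alone at both 52 and 76 h included genes of the responses to low oxygen and to reactive oxygen. At both times, 57 genes were upregulated and 28 downregulated in −Fe+P without being called the same way in −Fe−P. The direct difference between the media passed an adjusted p under 0.05 at both times for 36 and 24 of them. AT5G51440 rose at 76 h from 1.91 ± 0.398 TPM in +Fe+P to 24.4 ± 6.64 TPM in −Fe+P (SD, n = 3). Its log2 fold changes were 3.23 and 3.34 in −Fe+P at 52 and 76 h (adjusted p = 6.8e-12 and 5.4e-12). In −Fe−P it did not pass (adjusted p = 0.688 and 0.463). ERF71, a transcription factor gene, had 2.54 and 2.62 in −Fe+P (standard error 0.21) and was lower in −Fe−P than in −Fe+P, by −2.25 and −2.38. Of the 57, 3 belonged to the hypoxia list of 10 measured genes, against 0.0301 expected among all tested genes (Fisher's exact test, two-sided, adjusted p = 9.0e-05). They were ERF71, the hemoglobin gene HB1 and the cysteine dioxygenase gene AT5G15120. For AT5G15120 the direct difference between the media passed at 76 h (adjusted p = 9.2e-05) and not at 52 h (adjusted p = 0.409), so 2 hypoxia genes were among the 36, against 0.0190 expected (adjusted p = 0.00230). In the whole hypoxia list, 2, 3 and 3 genes were upregulated and 1, 1 and 1 downregulated in −Fe+P at 39, 52 and 76 h, also when adjusted over the list alone (camera, adjusted p = 0.371, 0.188 and 0.434). In −Fe−P, 1, 2 and 1 were upregulated and 1, 0 and 1 downregulated. The sucrose synthase gene SUS4 had 1.21, 1.47 and 2.01 in −Fe−P (standard error 0.18). Of 8 measured reactive oxygen response markers, 1, 6 and 7 were upregulated in −Fe+P and 0, 2 and 4 in −Fe−P, also when adjusted over the list alone. NAC044 had 2.49 in −Fe+P at 76 h (standard error 0.16), and the oxidative stress marker AT2G21640 2.55 and 2.40 at 52 and 76 h (standard error 0.18). RHL41, a zinc finger gene, had 3.33 at 76 h (standard error 0.67). NAC044 and AT2G21640 were among the 57, against 0.0241 expected (Fisher's exact test, adjusted p = 0.00311). Fisher's test treats genes as independent, so its p-values for these lists can be too small where genes vary together. Of the 28 downregulated genes, 14 were PRGs, against 0.0459 expected, and 12 of these 14 were among the 24 with a tested difference. The study chose the PRGs on these samples by the same pattern, so this is not independent evidence. The paper's gene lists in Supplementary Data 1 give 42 genes for this set, of which 23 were among the 28. Outside the PRGs, the photosystem II gene PSBQ-2 had −1.31 and −1.54 in −Fe+P (standard error 0.11) and −0.79 and −0.98 in −Fe−P. By camera, the reactive oxygen markers had adjusted p = 0.0641, 1.7e-04 and 1.6e-04 in −Fe+P, with adjusted p = 0.481, 0.161 and 0.161 with an estimated correlation. With a minimum mean of 5 TPM, the 57 genes became 36 and the 3 upregulated hypoxia genes of −Fe+P became 1 at 52 and at 76 h.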

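Most nuclear genes for the light-harvesting antenna fell at 76 h in −Fe+P and in −Fe−P, and most of those for photosystem I fell at 76 h in −Fe+P. In −Fe−P few photosystem I and 0 photosystem II genes fell by 2-fold, while most of both passed as lower with no minimum fold at 52 and 76 h. Of 21 antenna genes, 1, 16 and 18 were downregulated in −Fe+P at 39, 52 and 76 h (3, 16 and 18 when adjusted over the list alone). In −Fe−P, 0, 7 and 15 were downregulated, also when adjusted over the list alone. Their median log2 fold changes were −0.39, −1.18 and −1.77 in −Fe+P and −0.27, −0.83 and −1.37 in −Fe−P. LHCB3, an antenna gene of photosystem II, had −2.55 in −Fe+P and −2.52 in −Fe−P at 76 h (standard error 0.33, n = 3, adjusted p = 3.0e-06 and 1.4e-06). LHCB2.3, whose reads are hard to tell from those of its paralogs, had −3.66 and −2.39 (standard error 0.45). Directly, 0, 0 and 2 antenna genes were higher in −Fe−P than in −Fe+P, also when adjusted over the list alone. They were LHCB2.3 and LHCB4.3, by 1.27 and 1.26 (standard errors 0.45 and 0.17). Without −Fe−P 76 h replicate 2, LHCB2.3 did not pass (adjusted p = 0.0837). By adjusted p alone, 0, 4 and 7 antenna genes were higher in −Fe−P and 0 lower. Of 12 photosystem I genes, 3, 5 and 11 were downregulated in −Fe+P and 3, 3 and 4 in −Fe−P, also when adjusted over the list alone. PSAD-2 and PSAF had −2.21 and −2.06 in −Fe+P and −1.62 and −1.38 in −Fe−P at 76 h (standard errors 0.21 and 0.12). Of 14 photosystem II genes, 0, 2 and 3 were downregulated in −Fe+P and 0, 0 and 0 in −Fe−P, also when adjusted over the list alone. PSBP-1 had −1.01 in −Fe+P at 76 h (standard error 0.09). With no minimum fold, 8, 12 and 12 photosystem I genes passed as lower in −Fe+P and 5, 11 and 12 in −Fe−P, and 4, 11 and 12 and 4, 10 and 11 photosystem II genes. With the median of ratios, the 3 photosystem II genes of 76 h became 5. Between −Fe−P and −Fe+P, 0, 0 and 0 photosystem I and 0, 0 and 0 photosystem II genes were called. By adjusted p alone, 0, 9 and 11 photosystem I genes were higher in −Fe−P and 0 lower, and 0, 6 and 8 photosystem II genes were higher and 0, 1 and 1 lower. By camera, photosystem I was higher in −Fe−P than in −Fe+P at 52 and 76 h (adjusted p = 1.4e-05 and 1.2e-04), with adjusted p = 0.196 and 0.247 with an estimated correlation. Photosystem II was higher too (adjusted p = 0.00235 and 0.0127), with adjusted p = 0.292 and 0.378 with an estimated correlation.

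**Figure D3:**
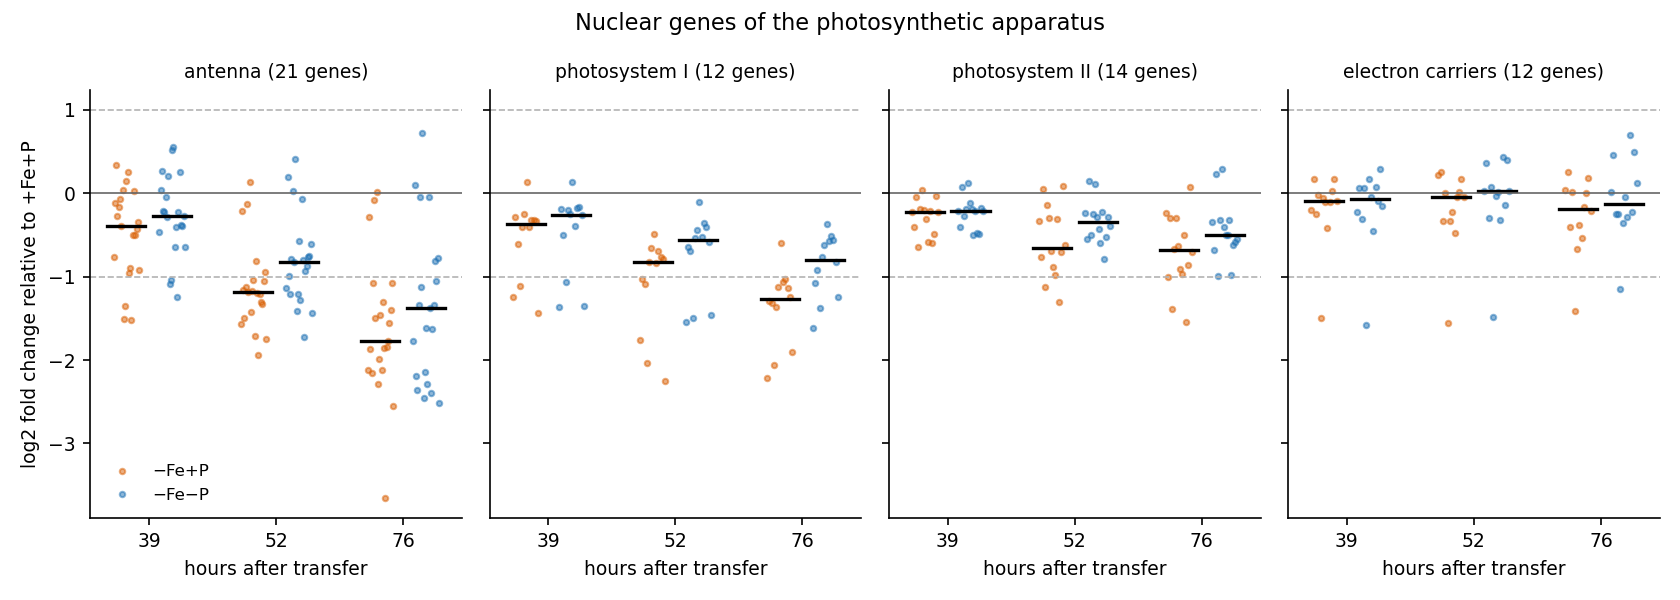
Log2 fold change relative to +Fe+P (y axis) of each measured gene of 4 lists of the photosynthetic apparatus at 39, 52 and 76 h after transfer (x axis), in −Fe+P (orange) and −Fe−P (blue). Points are genes, black bars are medians and dashed lines mark a 2-fold change. The photosystem I medians of 76 h lie at −1.27 in −Fe+P and −0.79 in −Fe−P.

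Of 12 electron carrier genes, 1, 1 and 1 were downregulated in −Fe+P and 1, 1 and 1 in −Fe−P, also when adjusted over the list alone. This was the ferredoxin gene FED A, with −1.50, −1.56 and −1.41 in −Fe+P and −1.58, −1.48 and −1.15 in −Fe−P (standard error 0.10). Of 18 Calvin cycle genes, 1, 1 and 0 were downregulated in −Fe+P and 1, 0 and 0 in −Fe−P, also when adjusted over the list alone. RPE had −1.10 and −1.26 in −Fe+P at 39 and 52 h (standard error 0.11). Of 26 measured genes of chlorophyll and tetrapyrrole synthesis, 2, 1 and 5 were downregulated and 0, 0 and 1 upregulated in −Fe+P, also when adjusted over the list alone. In −Fe−P, 2, 1 and 1 were downregulated and 0, 0 and 1 upregulated. With no minimum fold, 8, 10 and 11 passed as lower in −Fe+P and 7, 13 and 19 in −Fe−P, with medians of −0.16 and −0.58 at 76 h. Directly at 76 h, 14 were lower and 6 higher in −Fe−P than in −Fe+P by adjusted p alone (camera, adjusted p = 0.154). HEMA1, the gene of the first enzyme committed to tetrapyrroles, had −3.50, −4.08 and −3.60 in −Fe+P and −3.23, −2.66 and −2.10 in −Fe−P (standard error 0.24). It was higher in −Fe−P than in −Fe+P by 1.42 and 1.50 at 52 and 76 h. By camera, the antenna list was lower than other genes in −Fe+P (adjusted p = 1.3e-07, 2.6e-27 and 2.0e-21), with adjusted p = 0.287, 0.0331 and 0.0595 with an estimated correlation. In −Fe−P it was lower too (adjusted p = 0.00789, 1.5e-08 and 6.3e-08), with adjusted p = 0.600, 0.247 and 0.275 with an estimated correlation. Photosystem I was lower at 76 h in −Fe+P and −Fe−P (adjusted p = 9.7e-23 and 3.8e-08), with adjusted p = 0.00826 and 0.118 with an estimated correlation. Photosystem II was lower in both as well (adjusted p = 5.9e-14 and 2.3e-04), with adjusted p = 0.0137 and 0.202 with an estimated correlation. The tetrapyrrole list was lower at 76 h in −Fe+P and −Fe−P too (adjusted p = 5.2e-06 and 2.2e-07), with adjusted p = 0.202 and 0.161 with an estimated correlation. The Calvin cycle and carrier lists were lower in −Fe+P at 76 h (adjusted p = 1.4e-08 and 1.9e-04), with adjusted p = 0.142 and 0.161 with an estimated correlation, and did not pass in −Fe−P (adjusted p = 0.321 and 0.260). Directly at 76 h, the Calvin cycle list was higher in −Fe−P than in −Fe+P (adjusted p = 6.0e-04), with adjusted p = 0.343 with an estimated correlation, and the carrier list did not pass (adjusted p = 0.0695). The 7 antenna genes of −Fe−P at 52 h became 2 without −Fe−P 52 h replicate 1 and 11 without −Fe−P 52 h replicate 2. The 5 photosystem I genes of −Fe+P at 52 h became 3 without −Fe+P 52 h replicate 3.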

Altogether, the transcriptomics analysis indicated that the control of chloroplast function is an integral component of the nuclear transcriptomic response to −Fe, which is dependent on P availability. We also learned that the photosynthesis-related phenotypes we observed under −Fe+P, but not under −Fe−P, could be due to the downregulation of key photosynthesis regulators.

### PHT4;4-mediated AsA transport in the chloroplast prevents chlorosis in −Fe−P conditions

To decode the signaling pathways that control the expression of the photosynthesis genes in response to −Fe+P, we exploited natural variation in expression of the 32 genes that were downregulated by Fe deficiency in a P-dependent manner in a worldwide collection of *A. thaliana* accessions^17^. One way to identify mechanisms regulating the expression of photosynthesis-related genes (PRGs) could be to identify genetic factors associated with their natural variation of expression across Arabidopsis accessions. For this, we retrieved the published mRNA levels of the 32 photosynthesis genes in shoots of 727 Arabidopsis accessions^17^. Strikingly, their expression was generally positively associated with each other across the accessions, indicating that they are co-regulated (Supplementary Fig. 6A). Next, we performed principal component analysis (PCA) to reduce the dimensionality of expression data for these 32 genes. PC1 explained 89.5% of the variation in their expression (Supplementary Fig. 6B), which we then used to perform a genome-wide association study (GWAS) (Fig. 3a). Our GWA analysis detected 38 QTLs containing 145 candidate genes in total (Fig. 3a). In this study, we followed up two QTLs, the first one located on chromosome 1 (SNP4653399) containing nine candidate genes (AT1G13570 to AT1G13610) (Supplementary Fig. 7), and the second QTL located on chromosome 4 (SNP171674) containing six candidate genes (AT4G00355 to AT4G00400) (Supplementary Fig. 7). All of the candidate genes underlying these two QTLs were subjected to functional genetic analysis to identify the causal gene(s) that influence the expression of the PRGs and chlorophyll content.

**Fig. 3:**
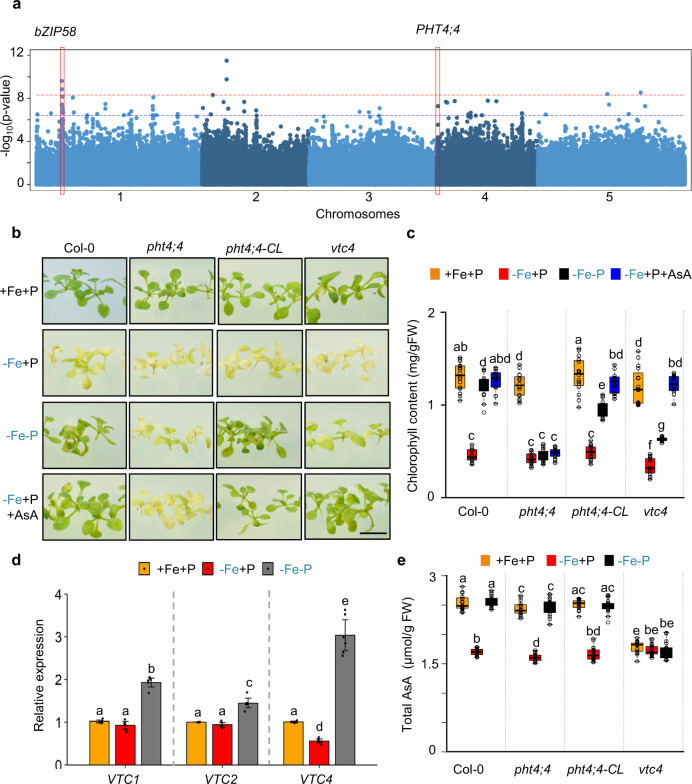
PHT4;4 prevents chlorosis under the combined deficiency of iron and phosphorus. **a** A Manhattan plot for genome-wide association mapping using principal component 1 that explained 89.5% of expression variation of the 32 photosynthesis-related genes across 727*A. thaliana* accessions^17^. The five chromosomes are depicted by alternating light- and dark-blue colors. Dashed lines correspond to significant SNPs determined using an accelerated mixed model with adjustment for multiple tests using a FDR 5% threshold (blue) and Bonferroni *α* = 0.05 (red). The light-gray rectangle highlights a significant association located in an intergenic region (SNP: 4493712). Two significant associations that were followed up in this study are highlighted in red rectangles. **b** Representative images of wild-type Col-0, *pht4;4*, *vtc4*, and a line expressing genomic *PHT4;4* in *pht4;4* (*pht4;4-CL*) grown for 7 days in the presence of iron and phosphorus (+Fe+P) and transferred to three different media: +Fe+P, −Fe+P, or −Fe−P for 7 additional days. Scale bars: 7 mm. The experiment was repeated with similar results three times. **c** Total chlorophyll content in Col-0, *pht4;4*, *vtc4*, and *PHT4;4-CL* grown under +Fe+P, −Fe+P, −Fe−P, or −Fe+P+AsA. FW: fresh weight. Data shown are from ten plants conducted in three independent experiments. **d** Relative mRNA abundance of *VTC* genes (*VTC1* (AT2G39770), *VTC2* (AT4G26850), and *VTC4* (AT3G02870)) in shoots of Col-0 plants grown on +Fe+P media for 7 days and transferred to +Fe+P, −Fe+P, or −Fe−P media for 52 h. Data shown are the means from 3 experiments. Error bars represent the 95% confidence interval. **e** Total ascorbic acid (AsA) content in Col-0, *pht4;4*, *vtc4*, and *PHT4;4-CL* plants grown for 7 days on +Fe+P media and transferred to +Fe+P, −Fe+P, or −Fe−P media for 52 h. Data shown are from three experiments, each with 16 plants. In box plots (**c**, **e**), center lines indicate sample medians; box limits indicate the 25th and 75th percentiles; whiskers extend 1.5 times the interquartile range from the 25th and 75th percentiles. For **c**–**e**, letters above bars or boxes represent statistically different means at *P* < 0.05 (one-way ANOVA with a Duncan post hoc test). Data points are plotted as open circles. Source data are provided as a Source Data file.

Analysis of mutants of genes underlying the QTL for chlorophyll accumulation on chromosome 4 (associated with SNP171674) showed that genetic inactivation of only one gene, *AT4G00370* (*PHT4;4*), failed to stay green under −Fe−P conditions, and exhibited a remarkable decrease in chlorophyll content by comparison to wild-type plants (Fig. 3b, c and Supplementary Fig. 8). Introduction of the wild-type *PHT4*;*4* allele into a *pht4*;*4* mutant background complemented these phenotypes (Fig. 3b, c). *PHT4;4* encodes a protein that transports inorganic phosphate (Pi) as well as ascorbic acid (AsA) to the chloroplast^18^. To test whether other chloroplastic Pi transporters^18^ influenced chlorophyll accumulation under combined Fe and P deficiency, we characterized mutant plants for *PHT4;3*, *PHT4;5*, and *PHT4;6*. Chlorophyll content was not distinguishable in any of these mutants compared to wild-type plants in −Fe−P conditions (Supplementary Fig. 9A). Furthermore, plants lacking key genes regulating Pi transport or homeostasis, the transcription factor *PHOSPHATE RESPONSE 1* (*PHR1*) and the *SPX DOMAIN GENE 1* (*SPX1*), showed similar chlorophyll content as wild-type plants (Supplementary Fig. 9B). Taken together, these results support the idea that the effects of *pht4;4* mutants on chlorophyll content are likely mediated through its AsA transport activity.

To test our hypothesis about the role of AsA in preventing chlorosis under −Fe−P conditions, we first assessed how Fe and P availabilities regulate the expression of *VITAMIN C* (*VTC*) enzymes involved in AsA biosynthesis in plants^19^. 

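In −Fe−P shoots, mRNA of VTC1 and VTC4, genes of ascorbate (AsA) synthesis, was upregulated at all 3 times relative to +Fe+P, and that of VTC2 at 76 h. VTC1 (AT2G39770) held 116, 100 and 105 TPM in +Fe+P at 39, 52 and 76 h and 259 ± 29.2, 248 ± 18.5 and 277 ± 21.9 TPM in −Fe−P (SD, n = 3). Its log2 fold changes were 1.16, 1.30 and 1.40 (standard error 0.09, adjusted p = 2.4e-09, 2.2e-10 and 3.2e-11). VTC4 (AT3G02870) held 40.5, 39.9 and 38.1 TPM in +Fe+P and 106 ± 14.9, 94.3 ± 3.61 and 113 ± 5.47 TPM in −Fe−P (SD, n = 3). Its log2 fold changes were 1.37, 1.23 and 1.56 (standard error 0.10, adjusted p = 1.1e-09, 4.1e-09 and 3.7e-11). VTC2 (AT4G26850) held 517, 454 and 484 TPM in +Fe+P and 597 ± 128, 742 ± 105 and 1055 ± 22.7 TPM in −Fe−P (SD, n = 3). Its log2 fold changes were 0.18, 0.70 and 1.13 (standard error 0.12, adjusted p = 0.322, 7.9e-05 and 6.6e-08), less than 2-fold at 39 and 52 h. Without −Fe−P 39 h replicate 1 it passed at 39 h with 0.36 (adjusted p = 0.0202).

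**Figure D4:**
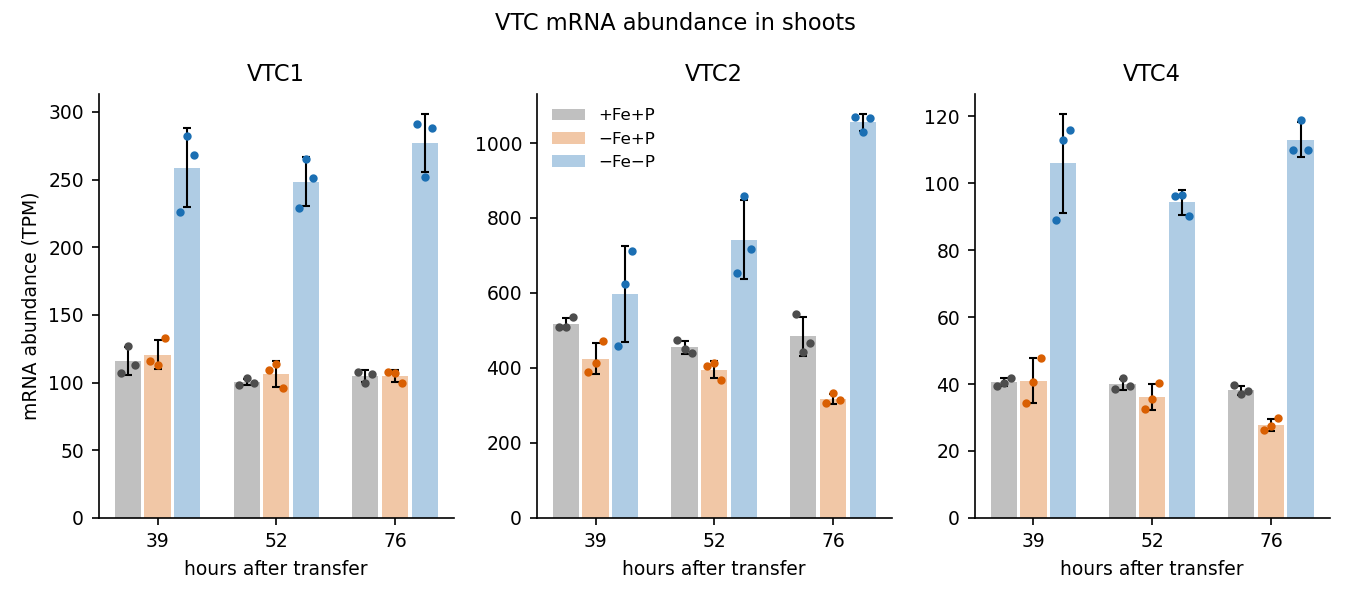
mRNA abundance in TPM (y axis) of VTC1, VTC2 and VTC4 in +Fe+P (grey), −Fe+P (orange) and −Fe−P (blue) shoots at 39, 52 and 76 h after transfer (x axis). Points are samples, bars are means and error bars are SD (n = 3). VTC1 and VTC4 are higher in −Fe−P than in +Fe+P at all 3 times.

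In −Fe+P, VTC4 held 40.9, 36.0 and 27.8 TPM, with a log2 fold change of −0.45 at 76 h (adjusted p = 0.00137), and VTC2 had −0.60 at 76 h (adjusted p = 3.8e-04), both less than 2-fold. Directly, VTC1 was higher in −Fe−P than in −Fe+P by 1.09, 1.22 and 1.39 and VTC4 by 1.37, 1.38 and 2.00 on the log2 scale. VTC2 was higher by 1.73 at 76 h. Of 20 measured genes of ascorbate synthesis and recycling, 3, 3 and 5 were upregulated and 0, 0 and 2 downregulated in −Fe−P, also when adjusted over the list alone. In −Fe+P, 0, 1 and 2 were upregulated and 0, 0 and 0 downregulated. MIOX1, an inositol oxygenase gene, had 1.02, 1.11 and 1.84 in −Fe−P (standard error 0.20), of which the first did not pass in a fit of only its 6 samples (adjusted p = 0.0842). MIOX2 had 2.63 in −Fe+P at 76 h (standard error 0.32) and was lower in −Fe−P than in −Fe+P, by −2.83. By camera the ascorbate list did not differ from other genes in −Fe−P (adjusted p = 0.612, 0.293 and 0.565).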

Our RNA-seq analysis indicated that −Fe−P caused a two- to threefold increase in *VTC1* (AT2G39770), *VTC2* (AT4G26850), and *VTC4* (AT3G02870) expression, which we confirmed using qRT-PCR (Fig. 3d and Supplementary Fig. 10A). However, −Fe in the presence of P (−Fe+P) caused about a twofold decrease in the mRNA abundance of *VTC4* (Fig. 3d and Supplementary Fig. 10A). VTC4 is the final enzyme in the AsA biosynthesis pathway^19^. This prompted us to test the effect of the absence of *VTC4* on chlorophyll accumulation under −Fe+P and −Fe−P conditions. Under −Fe−P, mutants with a *vtc4* null allele were still chlorotic, similarly to *pht4;4* and in contrast to wild-type plants (Fig. 3b, c). These data show that AsA contributes to preventing chlorosis in −Fe−P conditions.

Next, we tested whether the chlorotic phenotype is due to variations in AsA levels. In wild-type, AsA levels decreased significantly under −Fe+P at 52 h after the transfer relative to control (+Fe+P), whereas no change was detected under −Fe−P (Fig. 3e), suggesting that AsA levels were associated with −Fe-mediated chlorosis. To test whether AsA levels were associated with chlorosis in general, we measured AsA levels in AsA synthesis (*vtc4*) mutant plants. Under +Fe+P, *vtc4* plants accumulated 35% less AsA than wild-type plants, and AsA levels remained unchanged in response to −Fe+P or −Fe−P stress (Fig. 3e). However, *vtc4* plants did not show the chlorotic phenotype under +Fe+P, which indicated that the level of AsA contributed to the chlorotic phenotype specifically under −Fe and this contribution was dependent on P availability. In addition, the AsA transporter (*pht4;4*) mutants showed similar AsA levels as the wild type even though *pht4;4* plants were still chlorotic in −Fe−P (Fig. 3e). To determine whether AsA accumulation in the cell or its transport to the chloroplast is associated with the development of chlorotic phenotype in −Fe+P, we tested the effect of an exogenous supply of AsA in wild type, *vtc4*, and *pht4;4* plants (Fig. 3b, c). Exogenous AsA alleviated the chlorosis caused by −Fe+P in wild-type and *vtc4* mutant plants. However, *pht4;4* mutants failed to stay green under −Fe+P+AsA conditions (Fig. 3b, c), indicating that the transport of AsA to the chloroplast is required for −P-mediated “stay-green” phenotype under Fe deficiency. Our results showed that −P prevents the downregulation of *VTC4* by −Fe and associated changes in AsA accumulation, and that the PHT4;4-mediated transport of AsA to chloroplasts is required for the maintenance of chlorophyll content under combined deficiency of Fe and P.

We next asked whether *PHT4;4*-mediated AsA transport to the chloroplast is important for regulation of the PRGs that were specifically downregulated by −Fe in a P-dependent manner. First, we tested the effects of *PHT4;4* inactivation on the expression of these photosynthesis-related genes using qRT-PCR (Fig. 4a and Supplementary Fig. 10B, and Supplementary Data 2). While −Fe+P significantly downregulated the mRNA abundance of these genes in wild-type plants (Col-0), −Fe−P prevented this response (Fig. 4a and Supplementary Fig. 10B, and Supplementary Data 2). Furthermore, adding AsA to −Fe+P mimicked −Fe−P response in preventing downregulation of the photosynthesis genes (Fig. 4a, Supplementary Fig. 10B, and Supplementary Data 2). While under −Fe+P PRGs are expressed in *pht4*;*4* to similar levels to that of wild-type plants, PRGs were downregulated in *pht4*;*4* plants under −Fe−P as well as −Fe+P supplemented with AsA (Fig. 4a and Supplementary Fig. 10B). Taken together, these data indicate AsA regulates the expression of PRGs in a *pht4*;*4-*dependent manner.

**Fig. 4:**
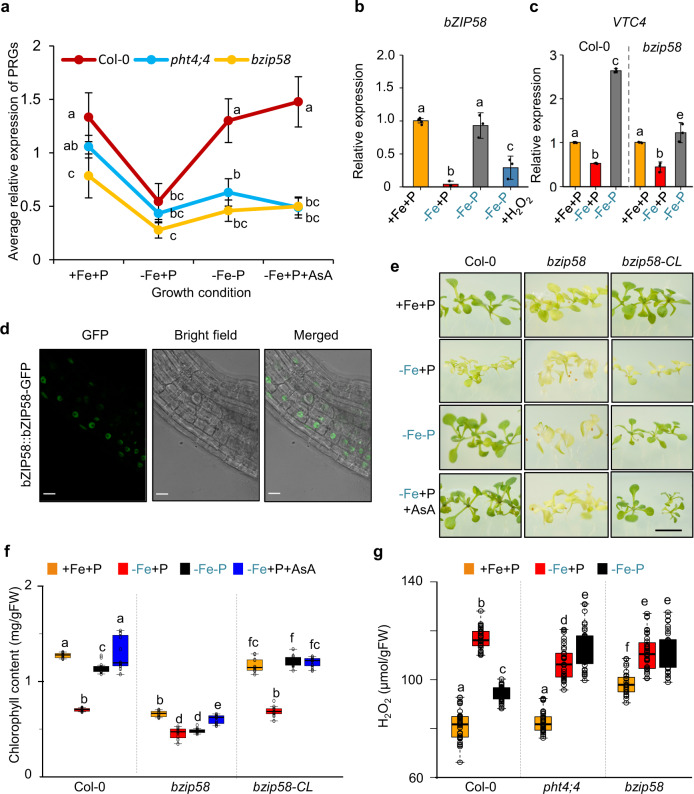
bZIP58 regulates photosynthesis-related genes and chlorophyll accumulation. **a** Average relative expression of 32 PRGs in Col-0 (red), *pht4*;*4* (light blue), and *bzip58* (brown) in plants grown for 7 days in the presence of iron and phosphorus (+Fe+P) and transferred to +Fe+P, −Fe+P, −Fe−P, or −Fe−P + AsA for 76 h. Letters above markers represent statistically different means at *P* < 0.05 (one-way ANOVA with a Duncan post hoc test). Error bars = 95% CI. Data for all PRGs were averaged from three independent experiments. Relative expression level of PRGs was determined relative to *Ubiquitin 10*. **b** Relative mRNA abundance of *bZIP58* in shoots of Col-0 plants grown for 7 days on +Fe+P and transferred to +Fe+P, −Fe+P, −Fe−P, or −Fe−P+H_2_O_2_ for 76 h. Data shown are the means from three experiments. Error bars represent 95% confidence intervals. **c** Relative mRNA abundance of *VTC4* in the shoots of Col-0 and *bzip58* mutants grown in the presence of +Fe+P for 7 days and transferred to +Fe+P, −Fe+P, or −Fe−P for 76 h. Data shown are the means three experiments. Error bars represent 95% confidence intervals. **d** Confocal microscopy images of *p35S::bZIP58::GFP* expressing plants grown for 7 days under +Fe+P. Scale bars: 20 μm. The experiment was repeated with similar results three times. **e** Representative images of Col-0, *bzip58*, and a line expressing genomic *bZIP58* in *bzip58* mutants (*bzip58-CL*) grown for 7 days in +Fe+P and transferred to +Fe+P, −Fe+P, −Fe−P, or −Fe+P+AsA for 7 additional days. Scale bars: 7 mm. The experiment was repeated with similar results three times. **f** Total chlorophyll content in Col-0, *bzip58*, and *bZIP58-CL* plants grown for 7 days in +Fe+P and transferred to +Fe+P, −Fe+P, −Fe−P, or −Fe+P+AsA for 7 days. FW: fresh weight. Data shown are from four experiments. **g** Accumulation of H_2_O_2_ (a type of ROS) in shoots of Col-0, *pht4;4* and *bzip58* plants grown for 7 days in +Fe+P and transferred to +Fe+P, −Fe+P, or −Fe−P for 52 h. Data shown from 12 experiments. In box plots (**f**, **g**), center lines show sample medians; box limits indicate the 25th and 75th percentiles; whiskers extend 1.5 times the interquartile range from the 25th and 75th percentiles. For **b**, **c**, **f**, and **g**, letters above bars or boxes represent statistically different means at *P* < 0.05 (one-way ANOVA with a Duncan post hoc test). Data points are plotted as open circles. Source data are provided as a Source Data file.

### bZIP58 regulates the expression of photosynthesis-related genes (PRGs) in a Fe-dependent manner

We next sought to determine how −Fe+P affected expression of the 32 PRGs. To look for potential transcriptional regulators of these genes, we screened candidate genes from the GWAS analysis. We found that *bZIP58* (AT1G13600) (Fig. 3a and Supplementary Figs. 6 and 7), a putative transcription factor, underlies one of the strongest QTL peaks (Fig. 3a). To characterize *bZIP58* further, we first asked whether Fe and P deficiencies affected its expression. Fe limitation strongly downregulated *bZIP58* in shoots, and P limitation alleviated the repression of *bZIP58* caused by Fe deficiency (Fig. 4b and Supplementary Fig. 10A). *bZIP58* expression was not altered by +Fe−P, indicating that P availability alone does not influence *bZIP58* expression (Supplementary Fig. 10C). In comparison to shoots, we found a much weaker downregulation of *bZIP58* by −Fe in roots (Supplementary Fig. 10D). Given that AsA supplementation prevented the development of chlorosis caused by Fe limitation, we next asked how AsA would influence the expression of *bZIP58*, and whether bZIP58 regulates the expression of *VTC4* (Fig. 4c). Remarkably, AsA prevented the downregulation of *bZIP58* by −Fe+P. This led us to examine the contribution of bZIP58 in regulating the −Fe+P-specific PRGs under +Fe+P, −Fe+P, and −Fe−P conditions (Fig. 4a, Supplementary Fig. 10B, and Supplementary Data 2). Mutants with the *bzip58* null allele showed a remarkable constitutive decrease in the expression of these 32 PRGs (Fig. 4a, Supplementary Fig. 10B, and Supplementary Data 2). bZIP58 localizes to the nucleus (Fig. 4d), which is consistent with a role as a transcription factor. Furthermore, to ask whether bZIP58 can directly regulate any of the 32 PRGs, we performed transactivation assays using bZIP58 as an effector and the promoters of five randomly selected PRGs (*PHOTOSYSTEM II SUBUNIT T* (*PSBTN*); *PHOTOSYSTEM II 5 kD*, *PLASTID TRANSCRIPTIONALLY ACTIVE 16* (*PTAC16*), *LIGHT HARVESTING COMPLEX PHOTOSYSTEM II* (*LHCB4.1*) and *PHOTOSYSTEM II REACTION CENTER W* (*PSBW*)) fused to GUS as reporters (Supplementary Fig. 11A) showed that bZIP58 can activate the promoter activity of three of the five genes tested (*PSBTN*, *PHOTOSYSTEM II 5 kD*, and *PTAC16*) (Supplementary Fig. 11B). Therefore, bZIP58 can directly activate the expression of some PRGs. These results demonstrate that bZIP58 is a key gene to regulate the expression of PRGs in a Fe-dependent manner.

Taken together, these findings support the idea that bZIP58 is a key regulator of PRGs, and its absence could alter chlorophyll accumulation regardless of Fe and P availability. Genetic inactivation of *bZIP58* indeed causes a constitutive decrease in chlorophyll content, and the mutant line is chlorotic (Fig. 4e, f). The expression of the *bZIP58* gene in *bzip58* plants complements the constitutive chlorosis phenotype, and the complemented line responds to Fe and P availability similarly to wild-type plants (Fig. 4e, f). Furthermore, AsA supplementation could not rescue the chlorotic phenotype of *bzip58* mutants (Fig. 4e, f), indicating that bZIP58 lies downstream of AsA action. In addition, bZIP58 was partially required to induce *VTC4* expression under −Fe−P conditions (Fig. 4c). These data show that bZIP58 controls the expression of PRGs and is transcriptionally regulated in response to −Fe depending on P availability, likely by mediating the perception of AsA.

### Plastid ROS influences chlorophyll content and PRGs expression in −Fe+P conditions

We next asked how AsA in the chloroplast could affect photosynthesis. AsA has an antioxidizing action that detoxifies reactive oxygen species (ROS) through its scavenging properties^20^, thus making ROS a potential signaling molecule^21–23^ capable of modulating the expression of PRGs through bZIP58. To test this hypothesis, we first measured the relative amount of ROS accumulation in shoots of wild-type, *pht4;4*, and *bzip58* plants under various Fe and P availability. −Fe+P caused a twofold increase in ROS accumulation in shoots of wild-type plants, which partially depended on P availability (Fig. 4g). *pht4;4* plants displayed comparable ROS accumulation to that of the wild-type under +Fe+P and −Fe+P. However, *pht4;4* plants accumulated significantly higher ROS than wild-type plants under −Fe−P (Fig. 4g). In addition, *bzip58* mutant plants displayed a constitutive increase in ROS accumulation (Fig. 4g). To check whether ROS in turn can regulate the expression of *bZIP58*, we quantified *bZIP58* expression in response to foliar application of H_2_O_2_. ROS treatment caused a 4-fold decrease in *bZIP58* transcript accumulation, and this effect was independent of the availability of Fe or P in the medium (Fig. 4b and Supplementary Fig. 10C). Our results supported the role of ROS as a plastid signal to influence chlorophyll content and PRGs expression in −Fe+P conditions. To test this idea, we expressed *bZIP58* in *bzip58* (Line A1) and *bzip58xpht4;4* mutant plants (Line B1) under the control of a ROS-responsive promoter of a gene called *JUNGBRUNNEN1* (*JUB1*)^24^ (Fig. 5a). −Fe induced the expression of *JUB1p::bZIP58* by 2.5*-*fold in *bzip58* and by fourfold in *bzip58xpht4;4* (Fig. 5a). While WT and bzip58-CL lines were chlorotic and showed repression of PRGs in −Fe+P conditions (Fig. 4e, f), the expression of *JUB1p::bZIP58* enhanced chlorophyll accumulation and expression of PRGs in the *bzip58* mutant (Fig. 5b, c and Supplementary Fig. 12). These responses were exacerbated in *bzip58xpht4;4* double mutant expressing *JUB1p::bZIP58* (Fig. 5b, c and Supplementary Fig. 12). Greatly enhanced induction of *JUB1p::bZIP58* by −Fe in *bzip58xpht4;4* compared to *bzip58* indicates the sensitivity of this ROS-responsive promoter to PHT4;4-dependent plastid signal. Remarkably, AsA supplementation in −Fe+P prevented the induction of *JUB1p::bZIP58* in the *bzip58* mutant but not in *bzip58xpht4;4* double mutant (Fig. 5b, c and Supplementary Fig. 12). Consistently, Line A1 was chlorotic, which was associated with repression of PRGs, and Line B1 accumulated chlorophyll under −Fe+P+AsA conditions and exhibited high expression levels of PRGs (Fig. 5b–d and Supplementary Fig. 12). These results demonstrate that PHT4;4-mediated AsA transport to the chloroplast regulates the expression PRGs in −Fe+P through stress-induced ROS in the chloroplast that is perceived by bZIP58.

**Fig. 5:**
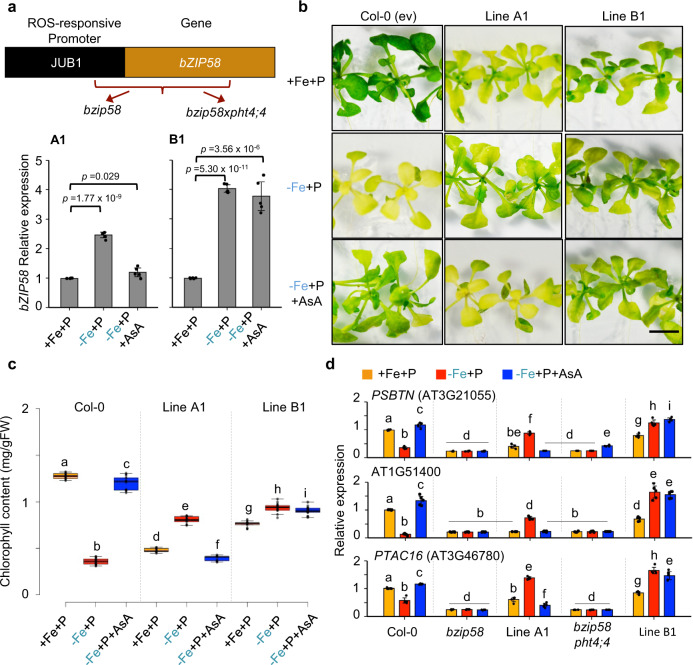
Plastid ROS influences chlorophyll content and PRGs expression in a Fe-dependent manner. **a** Relative mRNA abundance of *bZIP58* in shoots of plants expressing *JUNGBRUNNEN1p::bZIP58* in the *bzip58* (Line A1) and *bzip58xpht4;4* (Line B1) mutant backgrounds. Plants were grown in the presence of iron and phosphorus (+Fe+P) for 7 days and transferred to +Fe+P, −Fe+P, or −Fe+P+AsA for 76 h. Data shown are the means from five biologically independent samples. Error bars indicate 95% confidence intervals. Asterisks indicate statistically different *bZIP58* expression in the treatment compared to the control (+Fe+P) (*P* value < 0.01, two-sided Student’s *t* test). **b** Representative images of wild-type Col-0, Line A1 and Line B1 grown for 1 week under +Fe+P and transferred to three different media conditions (+Fe+P, −Fe+P, or −Fe+P+AsA) for 2 additional weeks. Scale bars: 7 mm. The experiment was repeated with similar results three times. **c** Total chlorophyll content in Col-0, Line A1 and Line B1 grown under +Fe+P, −Fe+P, or −Fe+P+AsA. FW: fresh weight. Data shown are from ten plants representing three independent experiments. Center lines show the medians; box limits indicate the 25th and 75th percentiles; whiskers extend 1.5 times the interquartile range from the 25th and 75th percentiles. **d** Relative mRNA abundance of PRGs genes (*PSBTN* (AT3G21055), AT1G5140, and *PTAC16* (AT3G46780)) in shoots of Col-0, *bzip58*, Line A1, *bzip58 pht4;4*, and Line B1. Plants were grown under +Fe+P for 7 days and transferred to +Fe+P, −Fe+P, or −Fe+P+AsA for 76 h. Data shown are the means from five biologically independent samples. Error bars indicate 95% confidence intervals. For **c**, **d**, letters above bars or boxes represent statistically different means at *P* < 0.05 (one-way ANOVA with a Duncan post hoc test).

## Discussion

Fe is an important micronutrient that plays crucial roles in plant growth and development. In nature, plants may experience Fe deficiency due to low Fe supply and alkaline pH (e.g., pH greater than 7.0 makes Fe unavailable to plants)^25,26^. Fe deficiency causes chlorosis^27,28^ and affects root growth^29^. Great progress has been achieved in understanding how plants respond to Fe deficiency, particularly the molecular mechanisms for Fe uptake in the roots and its distribution throughout the plant^30^. However, how plants sense and respond to Fe deficiency to control photosynthesis remains poorly understood. Fe is an essential cofactor in photosystem complexes and is present in almost all the components of the electron transport chain in the chloroplast^6^. Here, we describe a signaling pathway orchestrating communication between the chloroplast and the nucleus to control the expression of photosynthesis-related genes (PRGs) and chlorosis in Fe-deficient environments (Fig. 6). Modulation of this newly discovered pathway could have a direct impact on plant growth in the field by improving plant photosynthetic activity while reducing nutrient supply.

**Fig. 6:**
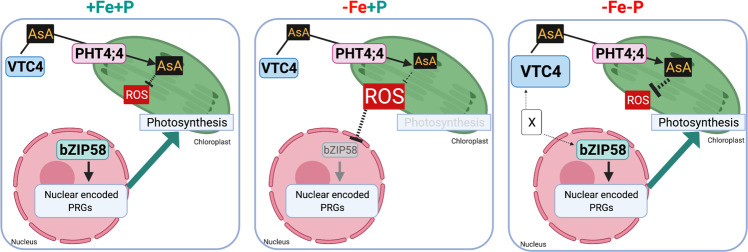
A schematic model delineating a signaling pathway that integrates Fe and P availability cues to regulate chlorophyll accumulation and photosynthesis genes. Fe deficiency (−Fe+P) causes a decrease in the expression of *bZIP58* that is central to controlling the transcription of nuclear-encoded photosynthetic genes. P limitation under Fe deficiency (−Fe−P) prevents this downregulation of *bZIP58* and induces *VTC4*. The induction of *VTC4* expression requires bZIP58, whose effect could be direct or indirect, represented here by “X”. We propose that induction of *VTC4* increases ascorbic acid in the chloroplast mediated by PHT4;4. We hypothesize that the increase of ascorbic acid level prevents ROS accumulation, thus maintaining the expression of bZIP58 and its downstream photosynthesis genes and leading to the “stay-green” phenotype. The figure was created with BioRender.com.

Generally, it has been assumed that chlorosis in Fe-deficient environments is due to Fe deficiency in leaves^26^. However, optimal photosynthesis in plants subjected to simultaneous Fe and P deficiency, as described in this study, challenges this assumption. There are two possibilities to explain the absence of chlorosis under −Fe−P conditions. First, Fe and P interactions can influence their bioavailability, and a joint deficiency of Fe and P may increase bioavailable Fe for photosynthesis. However, we did not find evidence to suggest that levels of bioavailable Fe change in the leaves of plants grown under −Fe−P using our methods; more sensitive methods of quantification with higher spatial resolution would be needed to further reinforce our conclusion. A second possibility is that P availability modulates Fe-deficiency signaling pathways that control photosynthesis. This hypothesis is clearly supported by our global gene expression analysis, which revealed that the downregulation of 32 PRGs by −Fe is prevented by simultaneous Fe and P deficiency. A similar transcriptional response was observed for bZIP58, a key transcriptional regulator of PRG expression we discovered in this study.

Fe and P are known to interact to regulate root growth^13,31^. However, our understanding of the molecular basis of Fe and P signaling crosstalk to regulate photosynthesis remains fragmentary. Therefore, identifying key molecular mechanisms improving plant photosynthesis under nutrient-limited conditions is of great importance. Using expression GWAS, we found that a chloroplastic Pi and AsA transporter PHT4;4^18^ controls Fe-deficiency-induced chlorosis. It is noteworthy that our results show that *PHT4;4* expression is not affected by Fe deficiency (Supplementary Fig. 10A). Given its dual-transport activity, one could ask which target of transport, Pi or AsA, is the cause of the persistent chlorotic phenotype in the pht4;4 mutant under the −Fe−P treatment. As far as Pi transport is concerned, our results show that genetic inactivation of other plastid Pi transporters (PHT4;3, PHT4;5, and PHT4;6)^32^ or key Pi signaling pathway components (SPX1 and PHR1)^33^ respond similarly to wild-type plants under −Fe+P or −Fe−P conditions. Our findings thus support the idea that PHT4;4 affects photosynthesis through its AsA transport activity. In line with this, AsA supplementation fully prevents the development of chlorosis in wild-type plants and not in *pht4;4* plants, indicating that this phenotype depends on PHT4;4-mediated AsA transport to the chloroplast.

In our study, we measured AsA content 52 h after Fe-deficiency treatment, and we found a significant decrease in AsA accumulation in leaves. AsA levels have been shown to increase in response to 2–3 weeks Fe-deficiency treatments in Brassica napus leaves and sugar beet roots^34,35^. However, 3–7 days Fe-deficiency treatment in Arabidopsis exhibited a slight reduction in AsA accumulation in shoots^36^. It is intriguing to find a consistent reduction of AsA during the early phase of Fe-deficiency. One possibility is that AsA reduction could be one of the earliest signs of Fe-deficiency stress. Supporting this hypothesis is a recent finding that an early response to salt stress is repression of AsA biosynthesis by ABI4-mediated repression of VTC2^37^. Identifying the upstream factors of the signaling pathway we discovered, including AsA biosynthesis, will be an important future direction.

Fe deficiency causes a decrease in electron flux in the thylakoid membranes^38^, and leads to an increase of ROS compared to +Fe conditions^39,40^. Several abiotic stresses enhance ROS accumulation in the chloroplast, a major site of ROS production^22,41,42^. Recently, ROS was proposed to act as a retrograde signal to influence plant responses to abiotic stresses, particularly for plant tolerance to salt stress^43^. This raises an exciting question of whether chloroplastic ROS could act as a retrograde signal under Fe deficiency to regulate the expression of nuclear PRGs. Our study indeed shows that, under −Fe conditions, ROS acts as a plastidic signal to influence the expression of PRGs and chlorophyll content via the repression of *bZIP58*. This effect becomes clearer when we express bZIP58 under the control of the ROS-inducible promoter of *JUNGBRUNNEN1 (JUB1)*^24^. The induction of *JUB1p::bZIP58* by −Fe+P enhanced chlorophyll accumulation and expression of PRGs in the *bzip58* mutant, and these responses were exacerbated in *bzip58xpht4;4* double mutant. These new results demonstrate that Fe-deficiency-based chlorosis and PRG repression is mediated by chloroplastic ROS controlling the expression of the nuclear transcription factor bZIP58.

Taken together, this study identifies and validates a signaling pathway involved in the regulation of photosynthesis under combined Fe and P stresses (Fig. 6). This newly identified mechanism includes genes encoding chloroplastic (PHT4;4) and nuclear (bZIP58) proteins that prevent the repression of core photosynthesis genes and associated chlorosis under Fe and P co-deficiency. Furthermore, we provide evidence that bZIP58 regulates the expression of AsA biosynthesis genes and, using *pht4;4* mutant plants, we reveal that AsA transport into the chloroplast is important for preventing chlorosis under Fe and P co-deficiency. We also show that in −Fe conditions, the increase of plastidic ROS levels is perceived at the nucleus as a signal to downregulate the expression of *bZIP58* and downstream photosynthesis genes, which results in chlorosis. These results provide fundamental new insights into chlorophyll accumulation and photosynthesis under Fe limitation and identify a signaling pathway that may coordinate plastid–nuclear communication as a means to adapt photosynthesis to nutrient availability.

## Methods

### Plants and growth conditions

Seeds of *Arabidopsis thaliana* wild-type (ecotype Columbia, Col-0, CS60000) and knockout mutant lines SALK_139877 (AT1G13570), SALK_150849 (AT1G13580), SALK_063177 (AT1G13590), N571881 (AT1G13600), SALK_087271 (AT1G13605), SALK_130208 (AT1G13607), SALK_023173 (AT1G13608), SAIL_1243_E04 (AT1G13609), SAIL_897_D11 (AT1G13610), N469134 (At4g00355), SALK_128714 (AT4G00360), N469134 (AT4G00370), SAIL_842_E09 (AT4G00380), N866595 (At4g00390), SAIL_633_E10 (At4g00400), SALK_077222 (AT3G02870) SALK_053900 (AT3G46980), SALK_114708 (AT5G20380), SAIL_809_B01 (AT5G44370), SALK_067629 (AT4G28610), and SALK_039445 (AT5G20150) were obtained from the Nottingham Arabidopsis Stock Centre (NASC). Homozygous mutant lines were confirmed by PCR using the primers listed in Supplementary Table 1. bZIP58 complemented lines (bZIP58-CL) were generated by expressing 3896 bp genomic DNA containing *bZIP58* in the *bzip58* mutant background (NASC, N571881). Complementation of *pht4;4* mutant plants (PHT4;4-CL) was obtained by expressing 6450 bp genomic DNA containing *PHT4;4* in the *pht4;4* mutant background (NASC, N469134). The *bzip58xpht4;4* double mutant was obtained through the genetic crossing. Arabidopsis plants were grown on control (+Fe+P) plates containing 1.249 mM KH_2_PO_4_; 0.25 mM Ca(NO_3_)_2_; 0.5 mM KNO_3_; 1 mM MgSO_4_; 100 μM FeSO_4_.7H_2_O; 30 μM H_3_BO_3_; 1 μM ZnCl_2_; 10 μM MnCl_2_; 1 μM CuCl_2_; 0.1 μM (NH_4_)_6_Mo_7_O_24_; and 50 μM KCl; 0.05% 2-(N-morpholino)ethanesulfonic acid (MES), without sucrose supplementation, and 0.8% washed agar. The agar was washed three times with 50 mM EDTA, pH 5.7, with continuous stirring for 16 h, then washed 6 times with Milli-Q de-ionized water for 2 h to reduce mineral contamination^44^. P-deficient media contained 12.49 µM KH_2_PO_4_ (+Fe−P). Fe-free media was obtained by omitting FeSO_4_.7H_2_O from the growth media (−Fe+P). P- and Fe-deficient media contained 12.49 µM KH_2_PO_4_ (+Fe−P), and no FeSO_4_.7H_2_O (−Fe−P). Seeds were stratified at 4 °C for 3 days and grown on vertical agar plates in a growth chamber with 22 °C, 24 h of light at 100 µmol m^−2^ s^−1^ fluorescent illumination. *Lemna gibba* (duckweed) plants used during this study were obtained from Duckweeds stock center (stock number 29-DWC131) at Rutgers University (USA). Duckweed plants were grown in 1× Schenk & Hildebrandt (SH) hydroponic medium containing 0.05% 2-(N-morpholino)ethanesulfonic acid (MES) and 1% sucrose, and pH adjusted to 5.7. For experiments with duckweeds, P-deficient and Fe-deficient media contained 1% NH_4_H_2_PO4 and 1% FeSO_4_7H_2_O, respectively, of 1X SH media. Media were changed every 7 days. The growth condition was 22 °C and 24 h of light at 80 µmol m^−2^ s^−1^. Rice (*Oryza sativa* cv Nipponbare) plants were grown hydroponically in 0.25X Yoshida media^45^ under light/dark cycle of 14/10 h, and temperature of 28/25 °C. Single (−P or −Fe) and combined (−P−Fe) nutrient deficiency stresses were applied to 10 day-old plants. NaH_2_PO_4_ (0.33 mM) and Fe-NaEDTA (0.04 mM) present in the complete media were omitted in the P- and/or Fe-deficient media.

### Plasmid construction and plant transformation

The *JUNGBRUNNEN1* (*JUB1*)^24^ promoter and The *bZIP58* coding region were amplified using PCR using primers listed in Supplementary Table 1. The PCR product was and then cloned into the binary vector pCAMBIA1301 using PstI and BamHI restriction enzymes. The PstI cut site was used for the insertion of the *JUB1* promoter upstream of the *bZIP58* coding region. The constructs were transformed into *Agrobacterium tumefaciens* strain GV3101 and then used for Arabidopsis transformation via the floral dip method^46^. Transgenic plants were selected by antibiotic resistance, and homozygous descendants of hemizygous T2 plants segregating 3:1 for antibiotic resistance:sensitivity were used for analysis.

### Iron concentration measurement

Arabidopsis seeds were germinated and grown in the control (+Fe+P) media for 7 days, and then transferred to +Fe+P, iron-deficient (−Fe+P), phosphate-deficient (+Fe−P), or iron and phosphate-deficient (−Fe−P) conditions and grown for 7 additional days. Plants were harvested and shoot samples were dried at 70 °C for 3 days. Total iron was extracted by acid digestion in 1N nitric acid using MARSX (CEM) microwave digester. A 1:10 dilution of the digested material was used to quantify total iron with inductively coupled plasma atomic emission spectrometry (ICP-OES).

### Analysis of photosystem II activity

Photosystem II (PSII) activity was defined as the maximum quantum yield of the primary quinone acceptor PSII, which was estimated by the ratio of variable fluorescence (Fv) and maximal fluorescence (Fm) of the chlorophyll, Fv/Fm^47^. Arabidopsis wild-type (Col-0) seeds were germinated and grown in control (+Fe+P) for 7 days then transferred to three different media: +Fe+P, iron-deficient (−Fe+P), and iron- and phosphate-deficient (−Fe−P) conditions for 0 h (time of the transfer), 15 h, 28 h, 39 h, 52 h, 76 h, 100 h, 124 h, 148 h, and 172 h. Plates containing the seedlings were dark-adapted for 30 min followed by a very short (160 µs) exposure to a blue measuring beam to determine the minimal fluorescence (F0). The intensity of the detecting and the continuous illumination used was of 156 µE m^−2^ s^−1^. A saturating light flash (2600 µE m^−2^ s^−1^, 250 ms) was applied to measure the maximum fluorescence (Fm). Kinetics were normalized to the maximum fluorescence (Fm). The maximum quantum yield of Photosystem II (Fv/Fm = (Fm – F0)/Fm) was measured for each growth condition, and non-photochemical quenching was calculated using (Fm/Fm’) − 1^47^.

### Chlorophyll content measurement

Seeds of Arabidopsis genotypes were germinated and grown in control (+Fe+P) media for 7 days then transferred to three different media: +Fe+P, iron-deficient (−Fe+P), and iron- and phosphate-deficient (−Fe−P) conditions. Fresh leaves (~30 mg) were incubated in 2.5 mL of 80% acetone overnight in the dark at 4 °C. Total chlorophyll content was measured using a UV–VIS spectrophotometer (Beckman Coulter, DU 530). The absorbance of the supernatant was measured at 645 and 633 nm. The concentration of total chlorophyll was calculated using the following equation^48^: 20.31 A_645_ + 8.05 A_663_/FW [μg g^−1^] (FW: fresh weight of tissue in grams).

### Ascorbic acid content determination

Seeds of Arabidopsis genotypes were germinated and grown in control (+Fe+P) media and then transferred to +Fe+P, −Fe+P, or −Fe−P media for 76 h. Ascorbic acid (AsA) content was measured by a colorimetric assay^49^. Briefly, shoots were collected and homogenized in ice-cold 6% trichloroacetic acid (TCA) (Sigma-Aldrich). The homogenate was centrifuged at 6000 rpm for 25 min at 4 °C, and the supernatant was collected. In the supernatant, Fe^3+^ (ferric ion) is reduced by AsA to the Fe^2+^ (ferrous ion) that, when coupled with 2,2-dipyridyl, forms a complex with a characteristic absorbance at 525 nm^49^. A standard curve was generated using known concentrations of AsA made in 6% TCA to determine the AsA concentration. Blanks were prepared using only 6% TCA. AsA concentration was expressed as µmol g^−1^ fresh weight.

### Hydrogen peroxide quantification

Seeds of Arabidopsis genotypes were germinated and grown in control (+Fe+P) media and then transferred to +Fe+P, −Fe+P, or −Fe−P media for 76 h. Hydrogen peroxide (H_2_O_2_) (Sigma-Aldrich) was quantified as described previously^50,51^. Fresh shoot tissues (0.2 g) were homogenized with 0.1% (w/v) TCA and were centrifuged at 12,000× *g* for 15 min at 4 °C. In total, 0.5 ml of supernatant was added to 0.5 ml of 10 mM potassium phosphate buffer (pH 7.0) and 1 ml of 1 M potassium iodide. The absorbance of the reaction mixture was measured at 390 nm. The amount of H_2_O_2_ was calculated using a standard curve prepared from known concentrations of H_2_O_2_ ranging from 0.1 to 1 mM.

### RNA sequencing and analysis

Arabidopsis wild-type (Col-0) plants were grown in control (+Fe+P) media for 7 days and transferred to three different media: control (+Fe+P), iron deficiency (−Fe+P), and iron and phosphate deficiency (−Fe−P) conditions. Shoots were collected at 39, 52, and 76 h after the transfer. For RNA-seq experiments, three biological replicates were prepared for each time point (39, 52, and 76 h) and each condition (+Fe+P, −Fe+P, and −Fe−P) for a total of 27 samples. Total RNA was extracted from these samples using RNeasy Plant Mini Kit (QIAGEN) using the RLT buffer supplemented with 2-mercaptoethanol, and RNA quality was verified using an Agilent 2100 BioAnalyzer. The mRNAs were subsequently isolated using magnetic KAPA Biosystems oligo-dT beads from KAPA Biosystems (Roche) and then used for library construction using the KAPA Biosystems RNA HyperPrep Kit (Roche). To index the libraries, we used adapters from the KAPA Biosystems Single-Indexed Adapter Set A + B (Roche). Before pooling the libraries, we monitored their quality and concentrations using an Agilent 2100 BioAnalyzer, Qubit dsDNA HS Assay Kit (Thermo Fisher Scientific), and the KAPA Library Quantification Kit (Roche). Pooled libraries were then sequenced using the NextSeq 500 System at the Stanford Functional Genomics Facility (Stanford, CA). Raw reads were demultiplexed and aligned to the TAIR10 genome annotation using HISAT2^52^ on the Galaxy web platform^53^. Finally, mapped read counts were used to perform normalization and differential expression analysis on R using the DESeq2^54^ and TxDB.Athaliana.BioMart.plantsmart^27^ (Bioconductor) packages. In DESeq2, *P* values from the Wald test were corrected for multiple hypothesis testing using the Benjamini and Hochberg method. A transcript was considered differentially expressed if the adjusted *P* value <0.05. Volcano plots were generated using the EnhancedVolcano package (version 1.6.0) (Bioconductor) with a default cut-off of log2(fold change) >|2| and adjusted *P* value <10e^−6^. DEGs having a *P* value of 0 were converted to 10^−1^ × lowest nonzero *P* value.

### Turnbull staining

Arabidopsis plants (Col-0 genotype) were grown on 0.5× MS medium. Fourteen days after germination, plants were vacuum infiltrated with Turnbull staining solution (4% (v/v) HCl and 4% (w/v) K-ferricyanide) for 15 min and then incubated for 45 min at room temperature on an orbital shaker^55,56^. To inhibit peroxidases and redox reactions, the plants were washed with distilled water and treated for 1 h in methanol containing 0.065% (w/v) sodium azide and 0.3% (v/v) H_2_O_2_. After washing with 0.1 M potassium phosphate buffer (pH 7.4) followed by washing with sterile water, the plants were placed on a slide and observed under a microscope (Olympus BX61).

### Real-time quantitative reverse-transcription PCR

Seeds of Arabidopsis wild type (Col-0), *bzip58*, and *pht4;4* mutant plants were germinated and grown for 7 days in control (+Fe+P) media, and then transferred to +Fe+P, Fe+P, or −Fe−P. Shoot tissues were collected at 76 h after the transfer and then used for total RNA extraction as described in ref. ^57^. Each experiment was conducted with 16 plants, and 4–6 plants were pooled for RNA extraction, resulting in 3–4 biological replicates. Two micrograms of the total RNA were used for reverse transcription (Promega) to synthesize cDNA using oligo(dT) primer (Promega). Real-time quantitative reverse-transcription PCR (qRT-PCR) was performed as described in ref. ^57^ using 384-well plates with a LightCycler 480 Real-Time PCR System (Roche diagnostics). The *Ubiquitin 10* mRNA (*UBQ10*: At4g05320) was used as a control to calculate the relative mRNA level of each gene. The primers used in this study are listed in Supplementary Table 1.

### Genome-wide association studies (GWAS)

Gene expression data of the 32 genes that were specifically downregulated by −Fe+P but not by −Fe−P relative to +Fe+P were downloaded from leaf expression data of 727 Arabidopsis accessions^17^. Normalized RNA-seq read counts of these genes were used to perform principal component analysis, and contributions of the accessions to PC1 that explained 89.5% of the expression variance of the 32 genes were used to run genome-wide association (GWA) analysis. GWA mapping was performed using 1001 genomes SNP data^58^ as implemented in the web application GWAPP^59^. Bonferroni correction (*α* = 0.05) and false-discovery rate (FDR) at 5%^60^ were implemented to account for multiple hypothesis tests.

### In planta transactivation assay

The in planta transactivation assay^61^ was performed in *Nicotiana benthamiana*. Promoters of *PHOTOSYSTEM II SUBUNIT T* (*PSBTN*); *PHOTOSYSTEM II 5 kD*, *PLASTID TRANSCRIPTIONALLY ACTIVE 16* (*PTAC16*), *LIGHT HARVESTING COMPLEX PHOTOSYSTEM II* (*LHCB4.1*), *PHOTOSYSTEM II REACTION CENTER W* (*PSBW*) were fused to the reporter gene encoding β-glucuronidase (GUS) using Gateway cloning. The coding sequence of *bZIP58* was inserted downstream of the CaMV 35S promoter (*35S::bZIP58*). The *35S::C-YFP* construct was used as a negative effector control^61^. Each construct was transformed into *A. tumefaciens*. Cultures inoculated with positive clones were grown overnight at 28 °C, pelleted through centrifugation, and washed four times with infiltration buffer (10 mM MgCl_2_, 10 mM MES (pH 5.6), and 100 μM acetosyringone). Fully expanded leaves of 5- to 6-week-old tobacco plants were co-infiltrated with the effector construct and reporter construct (OD_600_ of 0.8). One leaf per plant was infiltrated for each plasmid combination and three independent infiltrations per combination were performed. Leaves were collected 3 days after infiltration and the infiltrated areas in each leaf were excised and pooled into one sample. To measure GUS enzymatic activity, 100 μg of total protein extract was incubated at 37 °C in GUS assay solution (2 mM 4-methylumbelliferyl β-d-glucuronide (Gold Biotechnology); 100 μl of the reaction was transferred to 1.9 ml of 0.2 M carbonate (Na_2_CO_3_) stop solution at the 0, 30, 60, 90, and 120 min time points. GUS activity was measured using the Dyna Quant 200 fluorometer (Hoefer) and activity values were calculated following the β-glucuronidase (GUS) Fluorescent Activity Detection Kit (Sigma-Aldrich) protocols. For each promoter, the effect of bZIP58 on GUS activity was normalized to the effect of C-YFP on GUS activity to obtain a relative GUS enzymatic activity measurement. The primers used to clone the promoters of the photosynthesis-related genes are listed in Supplementary Table 1.

### Statistical analysis

Box plots were generated using a web-based application “BoxPlotR”^62^. Statistical analyses of the data were performed using analysis of variance (ANOVA). One-way ANOVA with a Duncan post hoc test and two-way analysis of variance (ANOVA) and Tukey’s honest significant difference (HSD) test were used to compare mean values. For all the statistical analyses, the difference was considered statistically significant when the test yielded a *P* value <0.05.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Reporting Summary

## Data Availability

Data supporting the findings of this work are available within the paper and its Supplementary Information and Source Data files. The datasets and plant materials generated and analyzed during this study are available from the corresponding author H.R. upon request. Transcriptome data were deposited in NCBI’s Gene Expression Omnibus (GEO) under the project number GSE163190. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Interdependent iron and phosphorus availability controls photosynthesis through retrograde signaling
**Source:** Nat Commun. 2021 Dec 10;12:7211. doi: 10.1038/s41467-021-27548-2
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary information for

Interdependent Iron and Phosphorus Availability Controls Photosynthesis Through Retrograde Signaling

Nam et al.

This file includes:

Supplementary Table 1

Supplementary Figs. 1 – 12

Supplementary Table 1. List of primers used in this study.

Gene ID	5' Primer Sequence	3' Primer Sequence
Atlg06980	AGGCGGAGAAAAGGACACTC	GGCGATGACGGTGCTCTT
Atlg13600	TGAACACGATTCCAGCCGA	TGATCAGACCATTGAGGTGGTAG
Atlg32520	ATTGGCTCGAGGATTGTG	ATTAGCCACCCTCAAATCAC
Atlg50110	GCTGATGATTCTATGTACTCAAACG	ATGAACGATGTCGTATTGGACCTT
Atlg64360	AAACCAACTGAAATGGGCCG	TTAGTAATTAGGGAAGTGTTCGCG
Atlg76800	GGTTACGTTTGGCTTGAC	TAGTAATCTTTGTTGCATGAAG
Atlg80340	CTGGTGGTCAACGTCGGT	AAGTGAGAGATGGGTAGAGAGGA
At2g30570	TTTGCCTCCAATGGGTAAGAAG	TCTGTTGACATCCTCTCATCAACC
At2g39270	GAATCCCAGAGTCATGGGCAA	ATGCATCAAATAACCATAGTGGGAC
At2g40230	ACTTGCCATCGAATCAGGTC	TTAACGGCGTCATTTTGTTT
At2g44940	TCGGTCAACGATGTGAGTAATTCTG	ACGCCGAAGTCGAAGCAC
At3g21055	CCCATCACCTCACAAACCA	CCTCGCTTGGGCTCTTCTTC
At3g46780	AGAAAGAAGCAGAAGCTGCAA	TCACCACTGCTTCTTGGGT
At3g55230	CCAATCCGCTCGACTTCT	AAACGGTATTCCATTACCT
At3g61470	ACACTGGCACTGGTCCTA	TACGGGGAACCTTAATTTG
At3g61470	TCTAAATGGAACGTACAAGCCGAG	CTTCTGCCCATCCGATCAAAA
At3g16120	AGATATCTGCAAGGTAATAATACAG	AAAATAGAGAAGATAACTCGTAAGG
At4g01070	GAGTGAGGAACAAGATGAAG	TGAGACAAACGAAGCAAAG
At4g04955	TAAAGGAAGCAAAAGGCA	CTTCCACAATTTTCTCT
At4g36060	CTTCCAGTTCGTTTGATCAGC	ACGGCTTGATTTTGGAATCTTG
At5g01530	ACCTCAGTGATCCACTCCACA	TTGAAAATGTACGACGAGTAGG
At5g06510	TGGCTGTAAACAGGCAAATC	CACGTTACACACAATACATCATCTG
At5g08030	ACTCTCAAAGAGCTGAAAACACTTG	GCTGATTCATGAAAACCGGA
At5g39530	TCGAGTAAACTCTATCTTTGTTGCC	GAATTTGGAAAATTTGCGCC
At5g47550	GCGTCGGTGGTTGGAGTC	TGTTAAAAGCTTAAAGGAAGCGACC
At5g49630	CAGGCTCCTTAGTGAAAA	GTTTAAGACAAGCAAGTAGAGG
At5g51710	TGGCGAGATTTCGAGTGAT	TCAGGCGAATCGTTTTCCGG
At5g52570	TGGCAGCAGGACTATCAACAA	ACGACGAAACAAACGGTGAGAA
At5g59780	GGTCGCCTTTAGTCTAGGAT	CTGACTTGTATTACACATCTTTTC
At5g63850	CGACGTCGTAGGGATTTT	TTACATTATTACATTTCCCC
Atlg80340	GTTAACCACGTCCGATCTC	AAATGAGTAGCTTTGGTAGC
Atlg51400	GCTGCAGCTGTGTGCTCCT	TGATCCTTACAAACCACACTGAG
At5g01600	AGTTTGGCATTTTCGACCAG	AACCATCTTGAACACAAAGC
At2g39770	AGATCAAATCAAACATCTTGAGCC	GAGACAAAACAGCAAACGACCC
At4g26850	TGAAGGAACCATAGTTTCATCAGCAA	GCACAAAATGCCACAAACC
At3g02870	ATCCGGTAAAGATTTGGA	GAATTGAGTTTGATCATATAAGG
Atlg13600-GFP	ATGAACACGATTCCAGCC	ACACAACATAAAATCTCTGCCGC
Atlg13600-g	CTTGCACTGTCGACCGAAT	TTAACACAACATAAAATCTCTGCCGC
At4g00370-g	CTAGTCGAGAATTTTTTCTCCGG	CATCCAGCTCATCATCTCTTTTATTTC
AT3G21055	TCCCATCACCTCACAAACC	ACCTTAGCCAAAGAACAAACC
AT1G51400	TCTTCATTTCTCCCTACCGTC	GCTCTGTTCTTGCTTCTTGTTT
AT3G46780	GATTCAGAACGCTTCAGAGAC	ACTTCTCTCACCTCTTTCTCC

pAT3G21055	TCGAGGTAATGAAGAAGAAC	TGCTTGATAGTTGATTCTACTCGC
pAT1G51400	TTCTTGATTGTTAATAAAATTAG	TGCAATTGGTAAGTTGGATTCCC
pAT3G46780	ATGAAATTAATAATTTATAAC	TAAGAGGAGGTCGACGAGCTTAGACG
pAT5G01530	CTTTATTACCGTATGGAAATAG	CTCCGGCTAATTGGGTTTTGTGATATTC
pAT2G30570	ATTATCGGGGAAGCTTTCTTATC	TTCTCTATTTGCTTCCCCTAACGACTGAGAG
bZIP58	CTGCAGATGAACACGATTCCAGCCGA	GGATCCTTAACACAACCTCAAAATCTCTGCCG

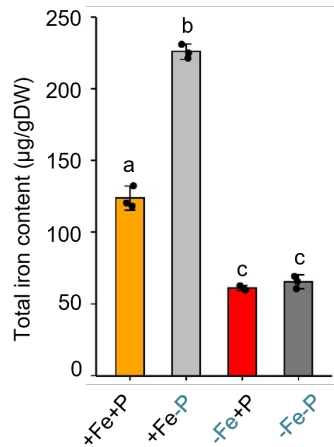

Supplementary Figure 1. Total iron content in response to Fe and/or P deficiency in *A. thaliana*. Mean iron content in shoots of fourteen-day-old *A. thaliana* plants grown on agar plates containing +Fe+P, +Fe-P, -Fe+P or -Fe-P. Data shown are from 3 experiments with 10 plants per experiment. Error bars represent 95% confidence intervals. DW: dry weight. Letters above bars represent statistically different means at $P < 0.05$ (one-way ANOVA with a Duncan post-hoc test). Source data are provided as a Source Data file.

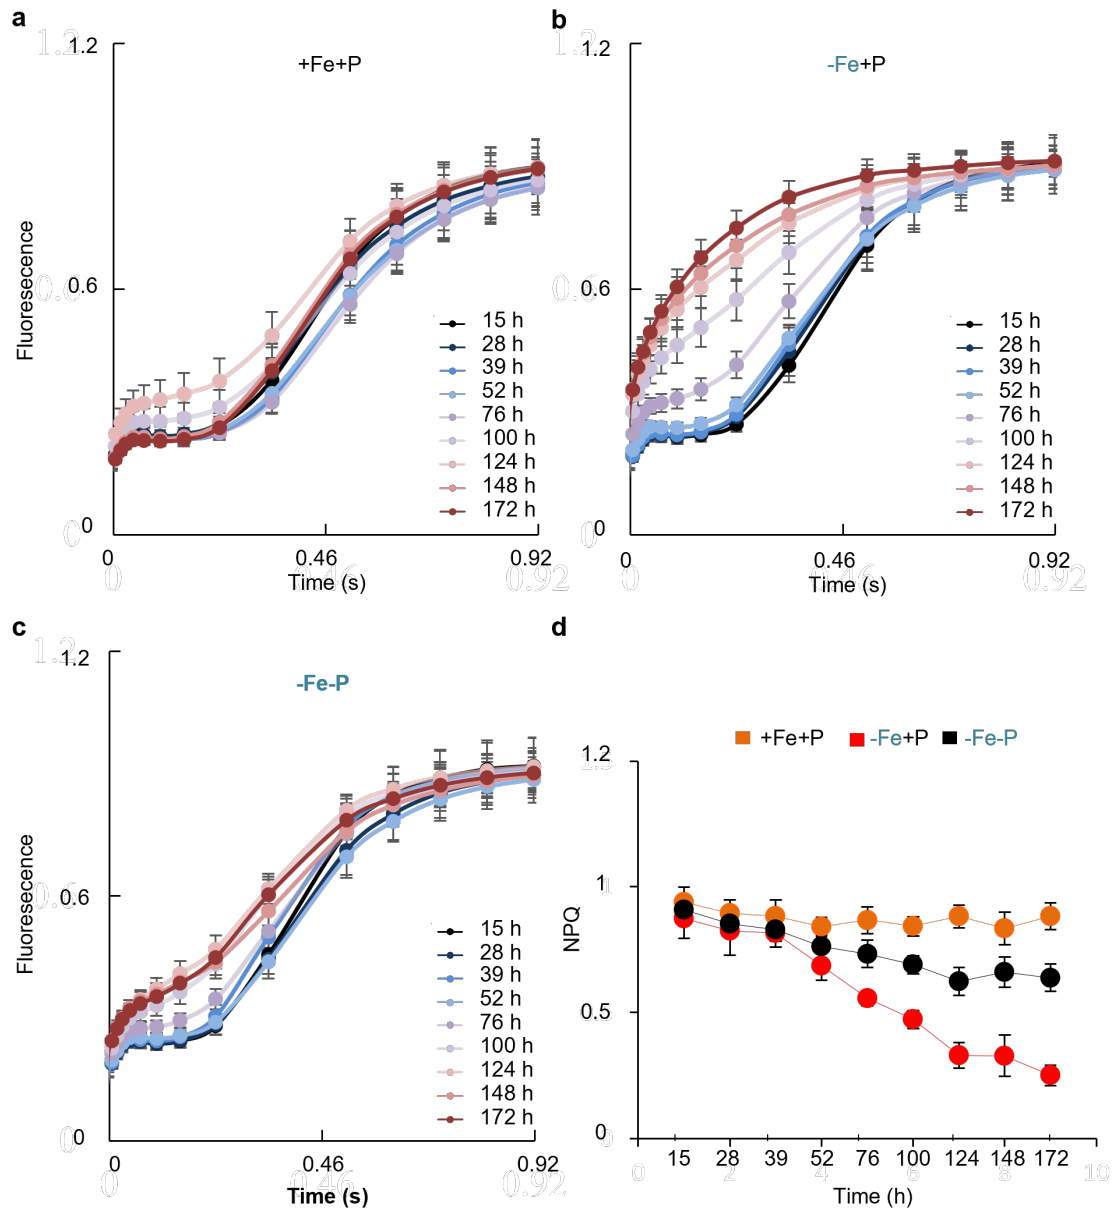

Supplementary Figure 2. Photosystem II activity in response to Fe and/or P deficiency in *A. thaliana*. (A-D) Kinetics of fluorescence (A-C) and nonphotochemical quenching (NPQ) (D) of seedlings grown for 7 days in the presence of Fe and P (+Fe+P) and transferred to three different media: +Fe+P (A), -Fe+P (B) or -Fe-P (C) for 15h, 28h, 39h, 52h, 76h, 100h, 124h, 148h, 172h. Data shown are the means from 3 experiments and 13 to 16 plants were measured per experiment. Error bars represent 95% confidence intervals. Source data are provided as a Source Data file.

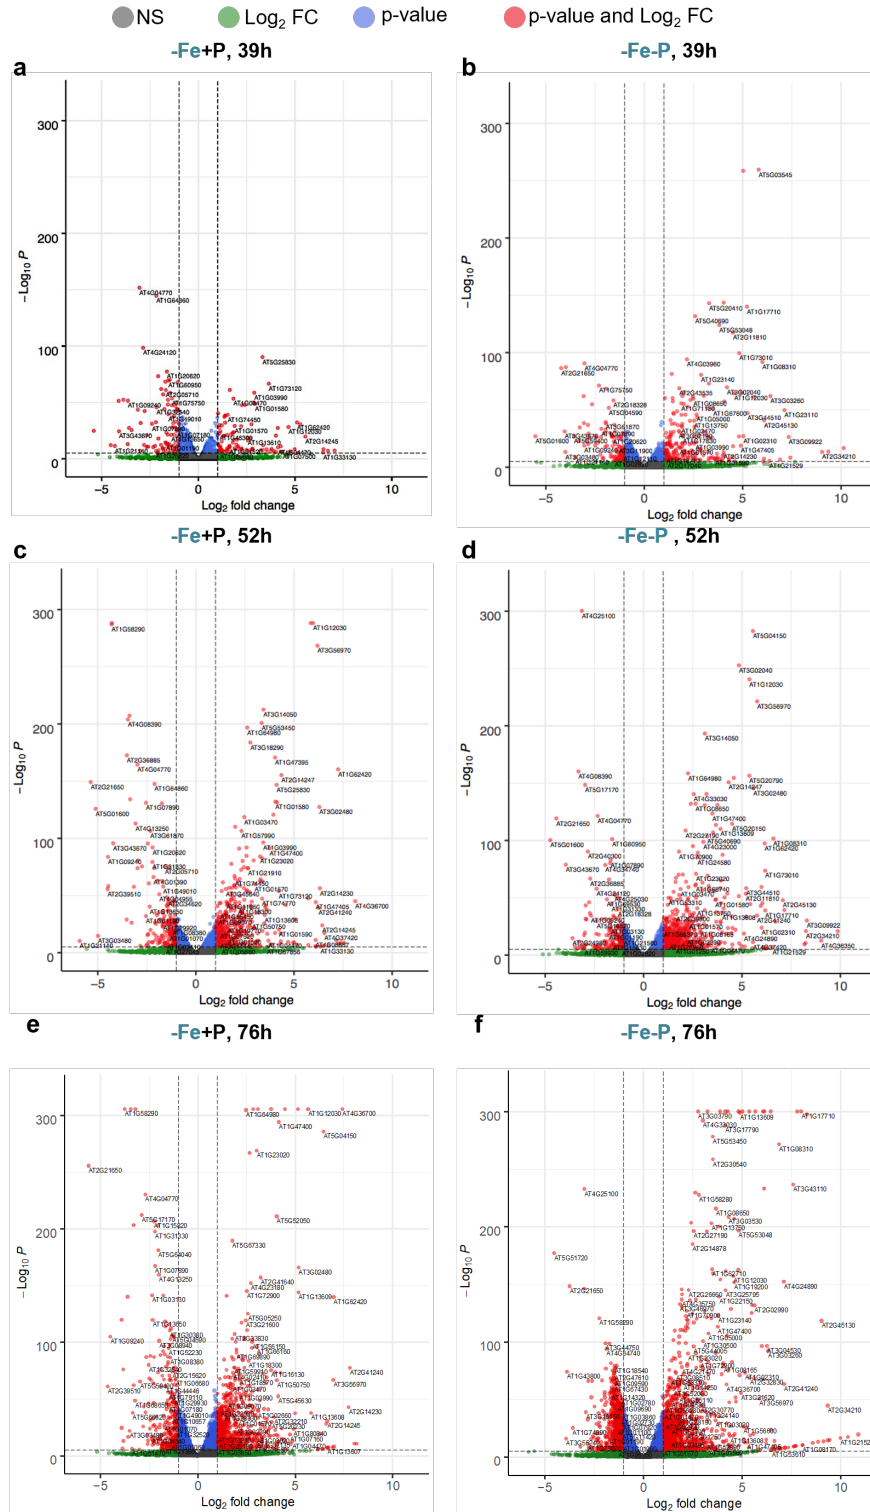

Supplementary Figure 3. Transcriptome kinetics of *A. thaliana* in response to Fe and/or P deficiency. (A-F) Volcano plots of individual transcript abundance in wild-type plants (Col-0) grown in -Fe+P (A, C, and E) or -Fe-P (B, D, and F) relative to +Fe+P. Shoot samples were collected from plants grown on +Fe+P for 7 days and transferred to each treatment for 39h (A, B), 52h (C, D), or 76h (E, F). x-axis: fold-changes; y-axis: adjusted p-values based on Benjamini-Hochberg correction; Both axes are in log scales. Red: $|\log_2\text{FoldChange}| > 1$ and $-\log_{10}P > 6$; Blue: $|\log_2\text{FoldChange}| < 1$ and $-\log_{10}P > 6$; Green: $|\log_2\text{FoldChange}| > 1$ and $-\log_{10}P < 6$; Grey: $|\log_2\text{FoldChange}| < 1$ and $-\log_{10}P < 6$. A default cut-off of $|\log_2\text{FoldChange}| > 1$ and adjusted p-value $< 10^{-6}$ was used.

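At the stricter threshold of an adjusted p under 1e-06 and at least a 2-fold change, 55, 107 and 306 genes remained upregulated in −Fe+P at 39, 52 and 76 h, and 44, 64 and 110 downregulated. In −Fe−P, 141, 327 and 647 genes were upregulated and 56, 57 and 356 downregulated. BHLH100 passed in −Fe+P at 39 and 52 h, with adjusted p = 2.4e-07 and 2.8e-10. AT1G12030 and ENH1 passed at 39 h, with log2 fold changes of 4.56 and −3.80 (standard errors 0.18 and 0.16). In −Fe−P at 39 h, AT5G03545 passed with 5.76 (standard error 0.29, adjusted p = 1.5e-12), and AT3G25240 with 4.93 (standard error 0.19). FTM1, a stearoyl-ACP desaturase gene, passed in −Fe−P at 76 h with −3.07 (standard error 0.27, adjusted p = 4.8e-09). The transcription factor gene bZIP58 did not pass this threshold in −Fe+P at any time. In −Fe+P, 12, 31 and 128 genes passed 1e-06 with less than a 2-fold change, 132, 516 and 673 changed at least 2-fold without passing, and 18667, 18192 and 17693 did neither. In −Fe−P these numbers were 22, 139 and 765, then 210, 631 and 701, then 18481, 17756 and 16441. The adjusted p-values are those of limma with 3 samples per group.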

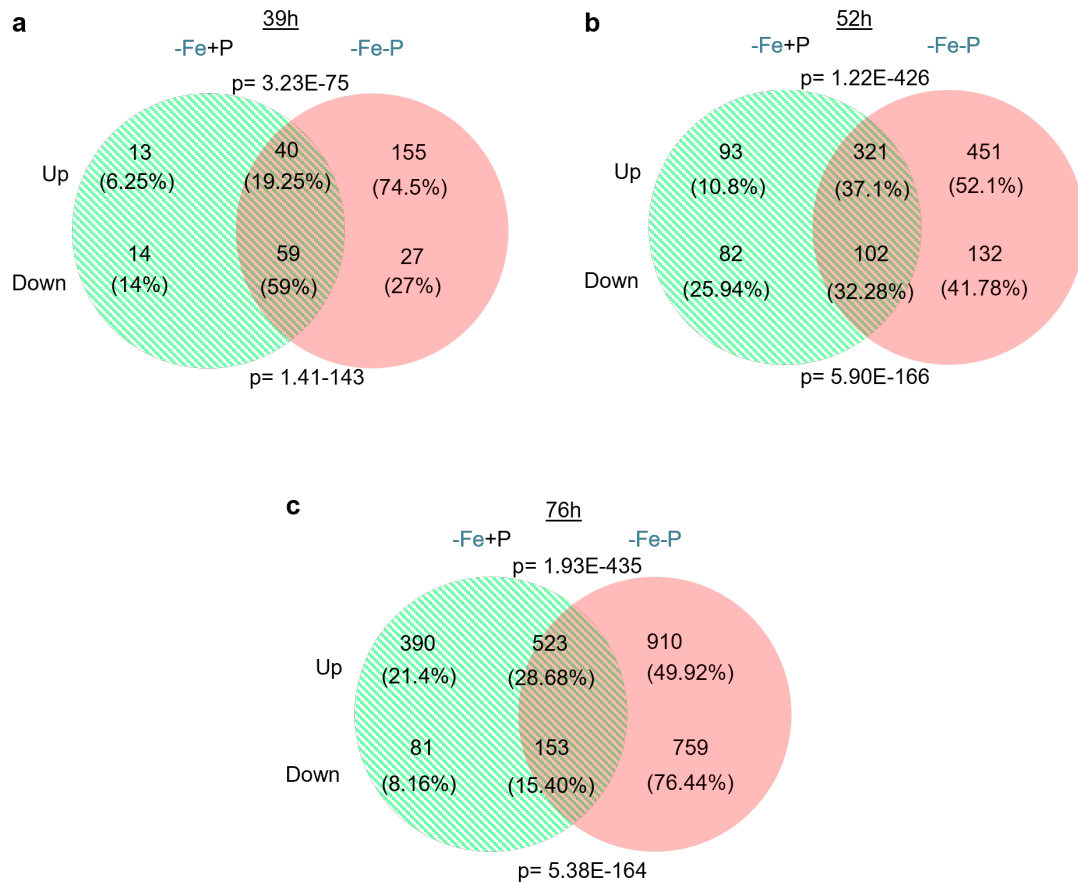

Supplementary Figure 4. Common and unique genes regulated by Fe and/or P deficiency. (A-C) Venn diagrams showing the number of differentially expressed genes in the shoots of *A. thaliana* wild type (Col-0) plants grown in +Fe+P for 7 days and transferred to -Fe+P or -Fe-P for 39h (A), 52h (B), or 76h (C) relative to those transferred to +Fe+P (fold change >2, $p < 0.05$). The Venn diagram was constructed using a web-based tool (<http://bioinformatics.psb.ugent.be/webtools/Venn/>). p = p-values from hypergeometric testing.

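Most genes upregulated in −Fe+P were also upregulated in −Fe−P at the same time. Most genes downregulated in −Fe+P were also downregulated in −Fe−P at 39 and 52 h, but not at 76 h. In both directions, more genes were called in 1 medium alone than in both at 52 and 76 h. At 39 h, 81 genes were upregulated in both media, 24 in −Fe+P alone and 193 in −Fe−P alone, and 68 were downregulated in both, 15 in −Fe+P alone and 36 in −Fe−P alone. At 52 h, 409 genes were upregulated in both media, 117 in −Fe+P alone and 433 in −Fe−P alone, and 81 were downregulated in both, 49 in −Fe+P alone and 69 in −Fe−P alone. At 76 h, 488 genes were upregulated in both media, 348 in −Fe+P alone and 711 in −Fe−P alone, and 90 were downregulated in both, 136 in −Fe+P alone and 401 in −Fe−P alone. Between the media, 0, 0 and 6 genes were called in opposite directions. bHLH38 was upregulated in both, with log2 fold changes of 4.75 in −Fe+P and 4.79 in −Fe−P at 39 h (standard error 0.43). FER1 was downregulated in both at 39 h, with −5.15 in −Fe−P (standard error 0.36, adjusted p = 3.4e-10). AT3G43670, a copper amine oxidase family gene, fell in −Fe−P at 39 h as well, with −3.31 (standard error 0.23). IPS1 was upregulated in −Fe−P alone at 52 h, with 6.34, and did not pass in −Fe+P (adjusted p = 0.790). Lists of these sizes drawn independently would share 1.52, 23.4 and 53.0 upregulated and 0.456, 1.03 and 5.87 downregulated genes. In 20 simulations in which the media differed only by chance and shared their 3 control samples, 0 genes were called in both. These simulations hold no real changes, so they cannot show how far shared controls raise the overlap among genes that respond. Part of the excess over independent lists may come from the shared control samples. A gene called in 1 medium alone is not shown to differ between the media, for which the direct comparison is the test.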

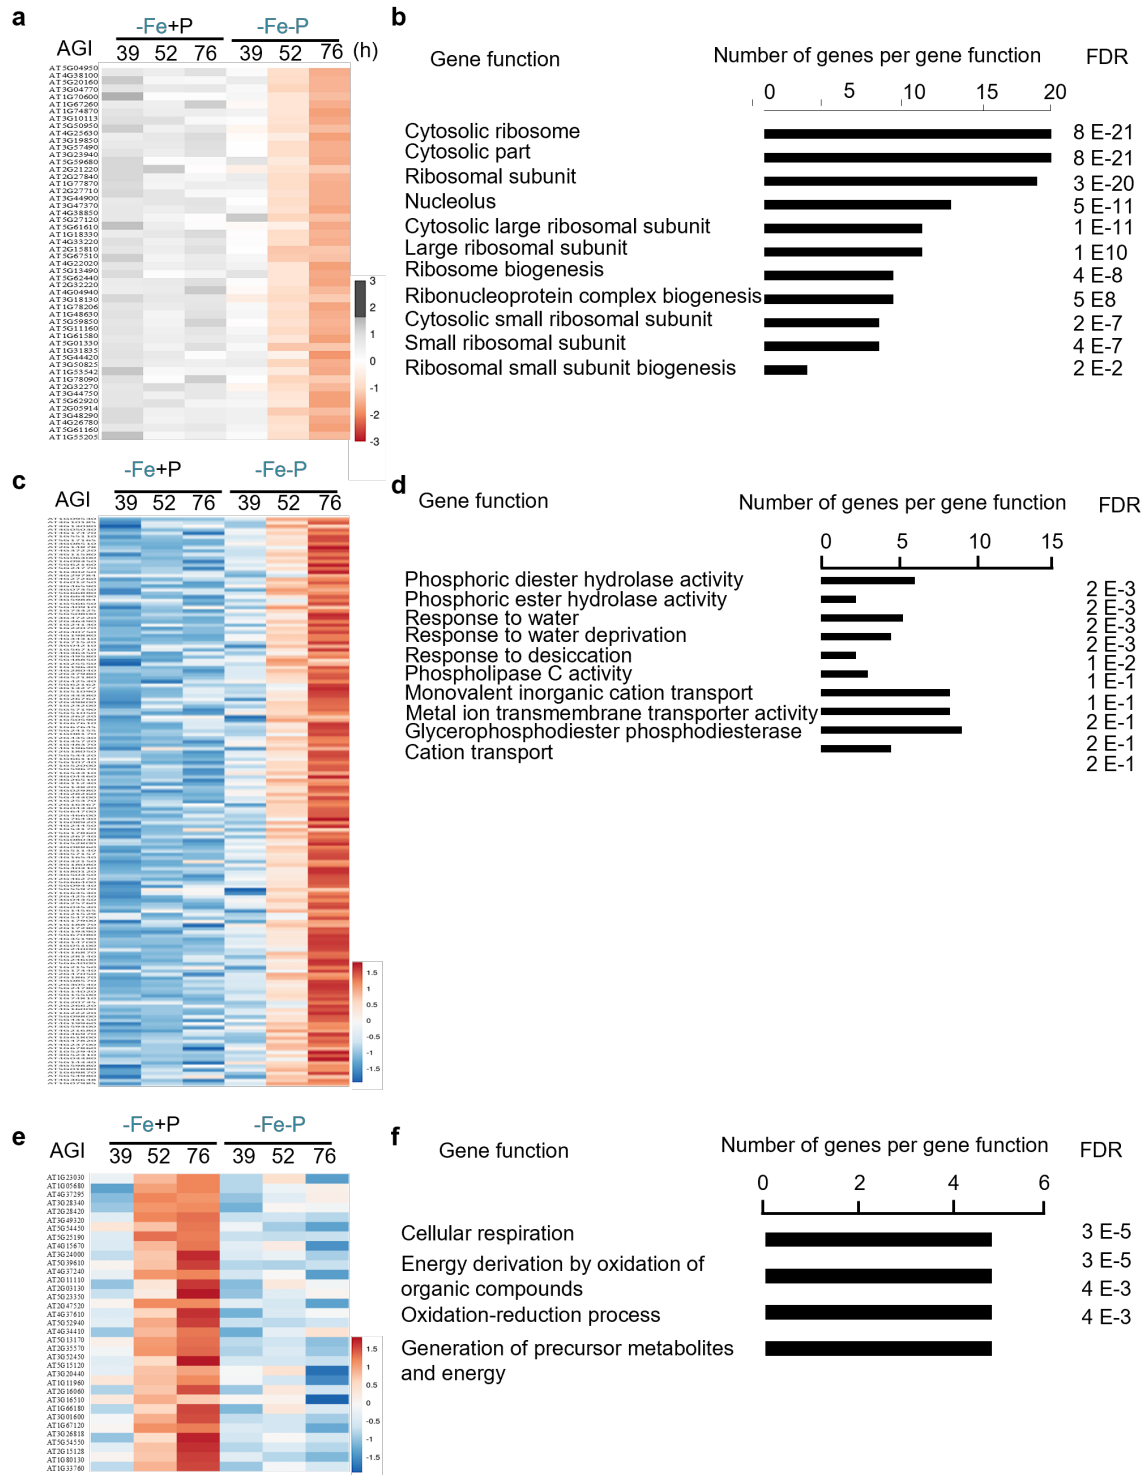

Supplementary Figure 5. Gene Ontology enrichment analysis of genes specifically regulated by Fe and/or P deficiency. (A-F) Heatmaps representing changes in the expression of genes that were specifically decreased (A) or increased (C) in abundance under -Fe-P but not -Fe+P relative to +Fe+P. A heatmap (E) representing the expression of genes specifically upregulated by -Fe+P but not by -Fe-P relative to +Fe+P. Gene Ontology enrichment for biological processes (GO-BP) in the genes that were specifically decreased by -Fe-P relative to +Fe+P (B), specifically increased by -Fe-P relative to +Fe+P (D), and specifically increased by -Fe+P relative to +Fe+P (F) using GENEMANIA¹. Number of genes in each functional category and adjusted p-values for the enrichment are shown. FDR = false discovery rate.

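Genes taken as specific to 1 medium were those called the same way at both 52 and 76 h in it and at neither time in the other. Among the genes that fell in −Fe−P alone, the response regulator gene RR16 had log2 fold changes of −1.33 and −1.86 (standard error 0.16) and did not pass in −Fe+P (adjusted p = 0.356 and 0.841). PDF1.2 had −1.25 and −2.64 in −Fe−P (standard error 0.43) and did not pass in −Fe+P (adjusted p = 0.133 and 0.115). Among the genes that rose in −Fe−P alone, the purple acid phosphatase gene PAP14 had 5.67 and 7.29 (standard error 0.27, n = 3) and did not pass in −Fe+P (adjusted p = 0.873 and 1.00). SPX3 had 5.00 and 7.15 in −Fe−P. Of 11 measured anthocyanin synthesis genes, 4 rose in −Fe−P alone, against 0.170 expected (Fisher's exact test, two-sided, adjusted p = 3.0e-04). This test treats genes as independent, so its p-value can be too small where they vary together. By camera with an estimated correlation, the anthocyanin list did not pass in −Fe−P at any time. The 4 genes were PAP1, MYB90, TT7 and DFR, and DFR and TT7 are named after their values were seen. Among the genes that rose in −Fe+P alone, AT1G33760, a gene of the AP2/ERF DNA-binding family, had 2.27 and 3.96 (standard error 0.45) and was lower in −Fe−P by −3.33 at 76 h (adjusted p = 1.6e-06). XTH18, named after its values were seen, had 1.15 and 3.49 in −Fe+P (standard error 0.37). Its difference between the media passed at 76 h (adjusted p = 5.1e-07) and not at 52 h (adjusted p = 0.777). A minimum mean of 5 TPM left 20 genes of this set with a tested difference, against 36. At 52 h, XTH18 did not pass with the median of ratios (adjusted p = 0.0582), without +Fe+P replicate 2 (0.121) or without −Fe+P replicate 3 (0.108), and PDF1.2 did not pass in −Fe−P without +Fe+P replicate 2 (0.166) or −Fe−P replicate 2 (0.105). The 4 anthocyanin genes upregulated in −Fe−P at 52 h became 2 with the median of ratios, 2 without +Fe+P replicate 1 or −Fe−P replicate 1 of that time and 7 without +Fe+P replicate 2.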

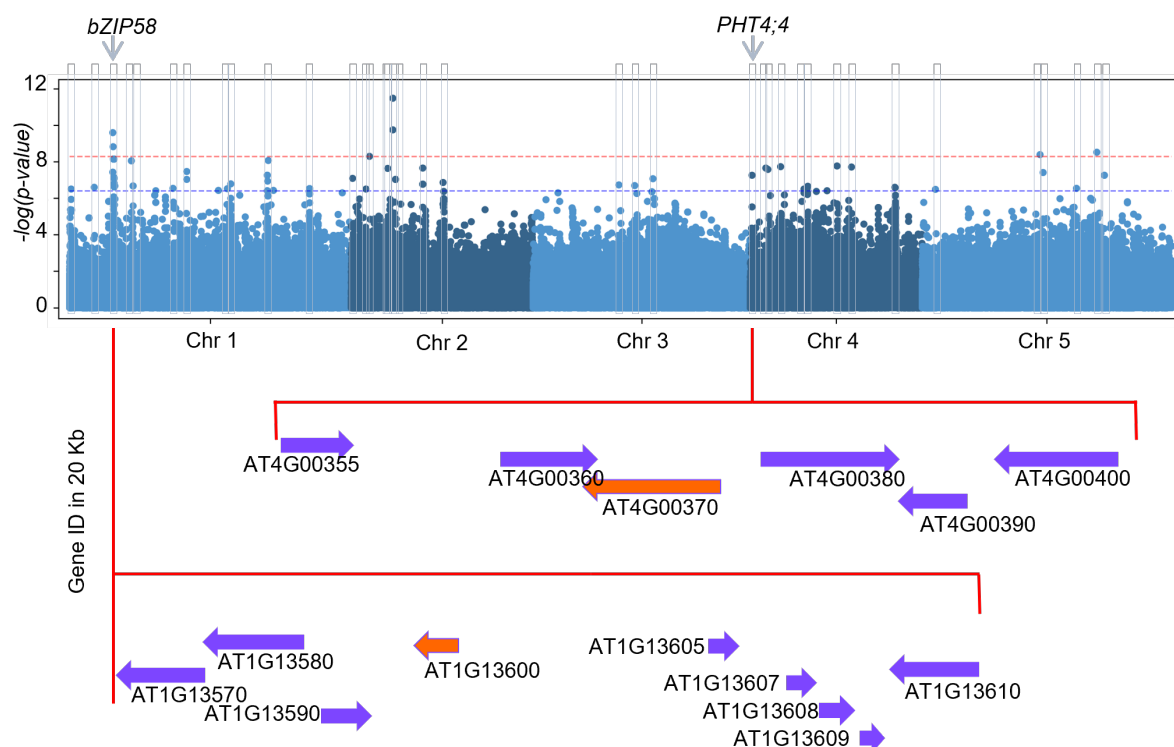

Supplementary Figure 7. A close-up view of chromosomes 1 and 4 around *bZIP58* and *PHT4;4*. A Manhattan plot for genome-wide association mapping using PC 1 of the expression profile of the 32 photosynthesis genes across 727 accessions. The five *A. thaliana* chromosomes are depicted by alternating light and dark blue colors. Blue and red horizontal dashed lines correspond to significant SNPs determined using an accelerated mixed model with adjustment for multiple tests using a FDR 5% threshold and Bonferroni $\alpha = 0.05$, respectively. Light blue rectangles indicate the significant SNPs identified in this study. Below the Manhattan plot are gene models located within a 20-kb genomic region surrounding the two QTLs pursued in this study. The gene models of *bZIP58* (AT4G00370) and *PHT4;4* (AT1G13600) are indicated in red. Source data are provided as a Source Data file.

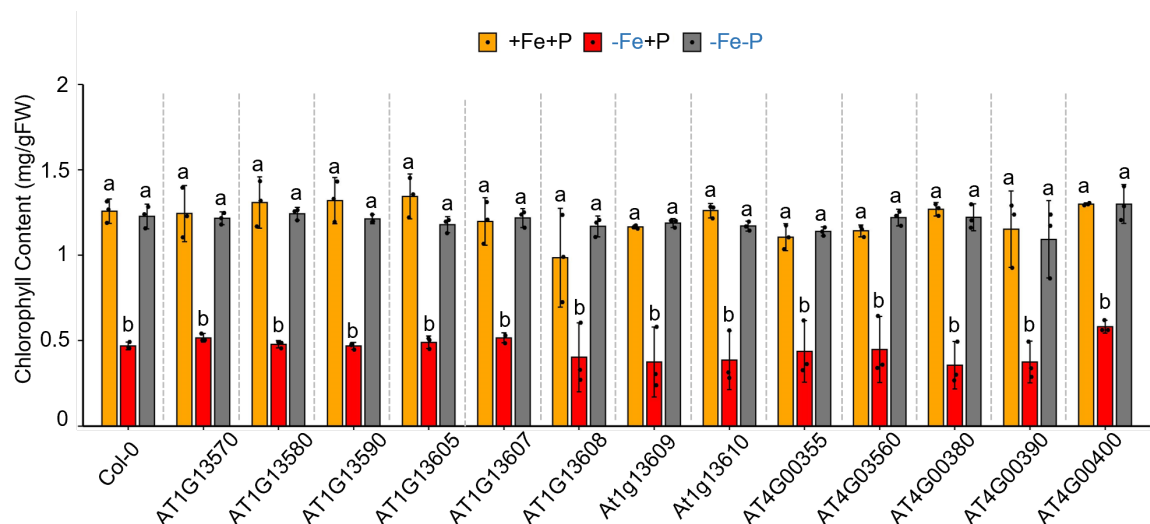

Supplementary Figure 8. Effects of Fe and/or P availability on chlorophyll content in *A. thaliana* Col-0 and mutants of candidate genes identified using GWAS. Mean chlorophyll content in Col-0 (CS60000), T-DNA insertion mutant lines in AT1G13570 (SALK_139877), AT1G13580 (SALK_150849), AT1G13590 (SALK_063177), AT1G13605 (SALK_087271), AT1G13607 (SALK_130208), AT1G13608 (SALK_023173), AT1G13609 (SAIL_1243_E04), AT1G13610 (SAIL_897_D11), AT4G00355 (N469134), AT4G00360 (SALK_128714), AT4G00380 (SAIL_842_E09), AT4G03585 (SALK_128714), AT4G00390 (SAIL_313_F07), and AT4G00400 (SAIL_633_E10) grown for 7 days in the presence of iron and phosphorus (+Fe+P) and transferred to +Fe+P, -Fe+P, or -Fe-P for an additional week. FW: fresh weight. Data shown from 3 experiments. Error bars represent 95% confidence intervals. Letters indicate significantly different values at $p < 0.05$ determined by one-way ANOVA and Tukey's honest significant difference (HSD) tests. Source data are provided as a Source Data file.

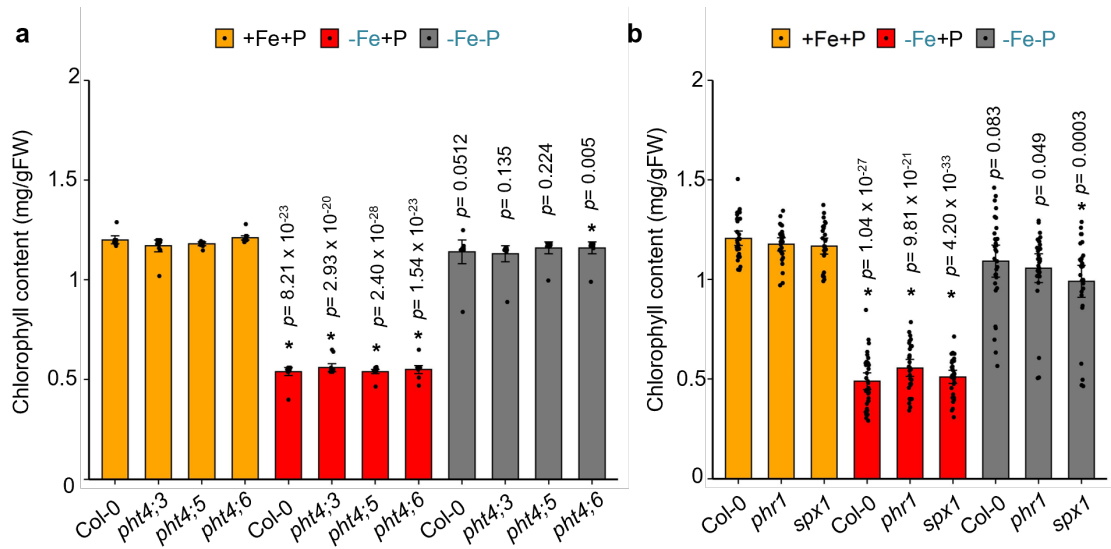

Supplementary Figure 9. Effects of Fe and/or P availability on chlorophyll content in *A. thaliana* Col-0 and mutants in phosphate-related genes. (A) Mean chlorophyll content in Col-0 (CS60000) and T-DNA insertion mutant lines *pht4;3* (SALK_053900), *pht4;5* (SALK_114708), and *pht4;6* (SAIL_809_B01). **(B)** Mean chlorophyll content in Col-0 (CS60000) and T-DNA insertion mutant lines *phr1* (SALK_067629) and *spx1* (SALK_039445). Plants were grown for 7 days in the presence of iron and phosphorus (+Fe+P) and transferred to +Fe+P, -Fe+P, or -Fe-P for an additional week. FW: fresh weight. Data shown from 3 experiments. Error bars represent 95% confidence intervals. Asterisks indicate that the relative chlorophyll content is statistically different from the Col-0 in control (+Fe+P) (p-value<0.01, two-tailed Student's t-test). Source data are provided as a Source Data file.

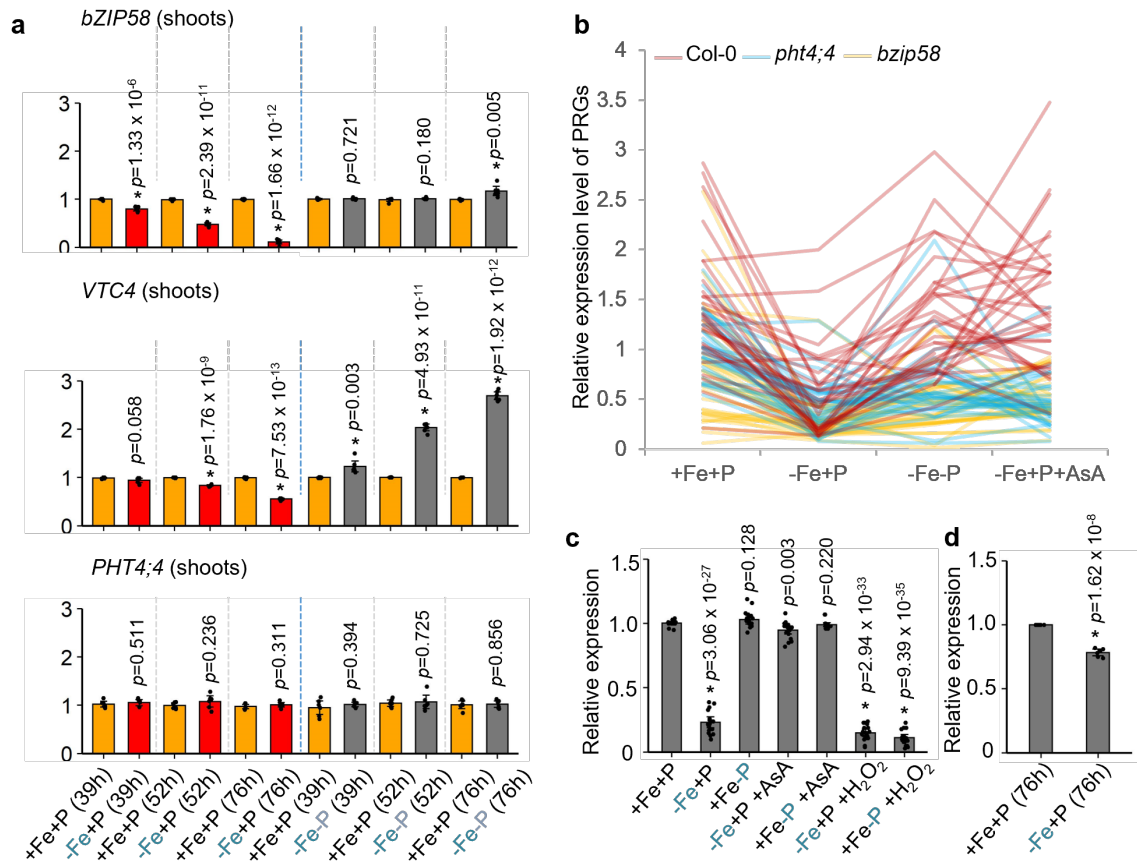

Supplementary Figure 10. Effects of Fe and/or P availability on the expression of *bZIP58*, *VTC4*, and *PHT4;4* in a time-dependent manner. (a) Relative mRNA abundance of *bZIP58*, *VTC4*, and *PHT4;4* in shoots of wild-type plants grown under +Fe+P for 7 days and transferred to +Fe+P, -Fe+P, -Fe-P for 39h, 52h and 76h. Data shown are the means of 6 biologically independent samples. Error bars represent 95% confidence intervals. (b) Relative mRNA abundance of individual PRGs in wild-type, *pht4;4*, and *bzip58* lines. (c) Relative mRNA abundance of *bZIP58* in shoots of wild-type plants grown in the presence of iron and phosphorus (+Fe+P) for 7 days and transferred to +Fe+P, -Fe+P, +Fe-P, -Fe+P+AsA, +Fe-P+AsA, -Fe+P+H₂O₂ and +Fe-P+H₂O₂ for 76h. Data shown are the means of 34 biologically independent samples. Error bars represent 95% confidence intervals. (d) Relative mRNA abundance of *bZIP58* in roots of wild-type plants grown under +Fe+P for 7 days then transferred to +Fe+P and -Fe+P for 76h. Data shown are the means of 6 biologically independent samples. Error bars represent 95% confidence intervals. Asterisks indicate significant differences in gene expression in the treatment compared to the +Fe+P control of the same time point (p-value<0.01, two tailed Student's t-test). Source data are provided as a Source Data file.

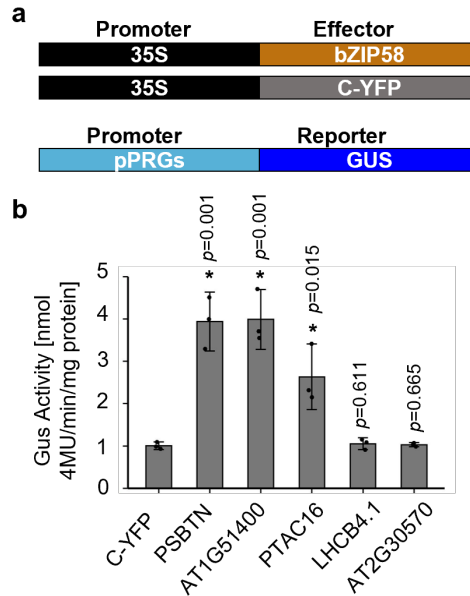

Supplementary Figure 11. *In planta* transactivation assay. (A) Schematic of effector ($35S::bZIP58$ and $35S::C-YFP$) and reporter ($PRGp::GUS$) constructs used in the *in planta* transactivation assay. Promoters of the following PRGs were fused to the β -glucuronidase (GUS)-encoding reporter gene: *PHOTOSYSTEM II SUBUNIT T* (PSBTN), *PHOTOSYSTEM II 5 kD*, *PLASTID TRANSCRIPTIONALLY ACTIVE 16* (PTAC16), *LIGHT HARVESTING COMPLEX PHOTOSYSTEM II* (LHCb4.1) or *PHOTOSYSTEM II REACTION CENTER W* (PSBW). (B) Mean relative GUS activity for each promoter construct. Relative values were determined by the ratio of GUS activity when the PRG reporter construct was co-infiltrated with $35S::bZIP58$ compared to when it was co-infiltrated with the $35S::C-YFP$ control. Error bars represent 95% confidence intervals from three independent experiments. The asterisks indicate that the relative GUS activity is statistically different from the C-YFP control (p-value<0.01, two tailed Student's t-test). Source data are provided as a Source Data file.

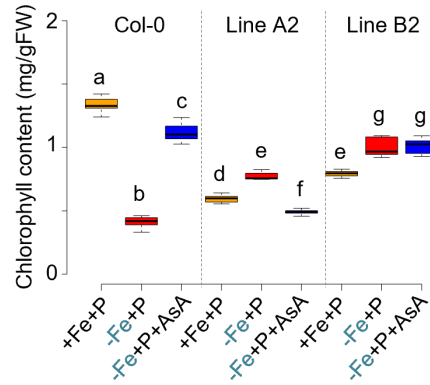

Supplementary Figure 12. Plastid ROS influences chlorophyll content. Total chlorophyll content in wild-type Col-0, a line expressing *JUB1p::bZIP58* in *bzip58* (Line A2), and a line expressing *JUB1p::bZIP58* in the *bzip58xph4;4* double mutant (Line B2) grown for 1 week under +Fe+P and transferred to three different media conditions (+Fe+P, -Fe+P or -Fe+P+AsA) for 2 additional weeks. FW: fresh weight. Center lines show the medians of 10 biologically independent samples; box limits indicate the 25th and 75th percentiles; whiskers extend 1.5 times the interquartile range from the 25th and 75th percentiles. Letters indicate significantly different values at $p < 0.05$ determined by one-way ANOVA and Tukey's honest significant difference (HSD) tests.

References

1. Warde-Farley, D. *et al.* The GeneMANIA prediction server: biological network integration for gene prioritization and predicting gene function. *Nucleic Acids Res.* **38**, W214-W220 (2010)

# Supplementary material for: Interdependent iron and phosphorus availability controls photosynthesis through retrograde signaling
**Source:** Nat Commun. 2021 Dec 10;12:7211. doi: 10.1038/s41467-021-27548-2
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

File name: Supplementary Data 1

Description: Differentially expressed genes responding to Fe deficiency and combined Fe and P deficiency.

File name: Supplementary Data 2

Description: Expression of 32 photosynthesis-related genes in bZIP58 and pht4;4 under Fe deficiency and combined Fe and P deficiency.

# Supplementary material for: Interdependent iron and phosphorus availability controls photosynthesis through retrograde signaling
**Source:** Nat Commun. 2021 Dec 10;12:7211. doi: 10.1038/s41467-021-27548-2
**Supplement:** Supplementary file 6 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a	Confirmed
☐	☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒ The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☒	☐ A description of all covariates tested
☒	☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☒	☐ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☒	☐ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection	Chlorophyll content data were recorded using UV-VIS spectrophotometer (Beckman Coulter, DU 530), confocal laser-scanning microscopy was performed using Zeiss LSM510, qRT-PCRs were performed in StepOnePlus RT-PCR system, iron quantification was performed using inductively coupled plasma-atomic emission spectrometry (ICP-OES), RNA sequencing was performed using the NextSeq 467 500 System at the Stanford Functional Genomics Facility (Stanford, CA).
Data analysis	QRT-PCR data were analysed using StepOnePlus software v2.3, statistical analyses were performed using SigmaPlot 11.0 and R.4.0.3, RNA mapped read counts were used to perform normalization and a differential expression analysis on R using the DESeq. Volcano plots were generated using the EnhancedVolcano package (version 1.6.0)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Data supporting the findings of this work are available within the paper and its Supplementary Information and Source Data files. The datasets and plant materials

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	The chlorophyll content phenotypes of all genotypes were first investigated across various growth conditions based on a given number of plants (usually n > 10 plants). Tests of statistical power pointed to those lines or conditions that required more measurements to confirm a chlorophyll content phenotype to allow its detection at P < 0.05.
Data exclusions	No data were excluded from statistical analyses.
Replication	At least three independent experiments were performed for all genotypes in various growth conditions. The results were highly reproducible across experiments.
Randomization	To overcome heterogeneous growth conditions; such as light intensity in plant growth chambers, we grew the genotypes at random positions in the chamber and regularly changed positions throughout the growth.
Blinding	The experiments were not blinded as the differences were unambiguous. Also most of the experiments were performed by a single author that makes the blinding technically challenging.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☒	☐ Antibodies
☒	☐ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☒	☐ Animals and other organisms
☒	☐ Human research participants
☒	☐ Clinical data
☒	☐ Dual use research of concern

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

How the deposited data were processed for this re-analysis (not part of the article)

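Shoots of wild-type (Col-0) plants were sampled at 39, 52 and 76 h after transfer to +Fe+P, −Fe+P or −Fe−P, with 3 samples for each of the 9 groups, 27 in all. The deposited values are TPM computed by the authors, who aligned reads to TAIR10 with HISAT2 and tested expression with DESeq2, with no versions stated in the sources used here. How the TPM were computed, whether reads or fragments were counted and the strand of the libraries are not stated either. Every sample sums to the same total. All 24561 genes with a value in at least 10 samples held whole multiples of a step set by the sample and the gene, within 0.02 reads. So did the rest of the 29156 genes with a value above 0, but values in few samples can be matched by some step in any case. The reads per sample recovered from these steps, 25.6 to 56.5 megareads with a median of 44.2, are inferred from the values and not given by the authors. A gene with a mean just above 1 TPM had a median of 35 reads per sample, so lower genes carry more counting noise.

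Sample conditions were taken from the sample labels, and gene symbols from the reference table, which matched 32835 identifiers. The 18910 genes with a mean of at least 1 TPM over the 27 samples were put on the log2 scale after adding 0.5 and fitted with limma 3.58.1 in R 4.3.3, with 1 mean per group, no block and eBayes with a trend. The 9 comparisons were −Fe+P and −Fe−P against +Fe+P and −Fe−P against −Fe+P at each time. A gene was called at a Benjamini-Hochberg adjusted p under 0.05, adjusted within each comparison, and at least a 2-fold change. Changes of the response between 39 and 76 h were tested as contrasts of the same fit.

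The 22 gene lists were fixed before the data were examined: iron deficiency response, iron storage and iron-using enzymes, plastid iron-sulfur cluster assembly, chlorophyll and tetrapyrrole synthesis, chlorophyll breakdown and leaf senescence, light-harvesting antenna, photosystem I, photosystem II, electron carriers, Calvin cycle, phosphate starvation response, ascorbate synthesis and recycling, superoxide and peroxide scavenging enzymes, reactive oxygen response markers, cytosolic ribosome and nucleolus, hypoxia response, circadian clock, drought and abscisic acid response, anthocyanin synthesis, root markers, the paper's photosynthesis-related genes and the genes at its mapped loci. The lists were written from general knowledge of the genes, apart from the last 2, which are the paper's. Each was tested against all other genes with camera at a preset correlation of 0.01, adjusted over 198 tests, and again with the correlation estimated from the residuals. Membership in the sets specific to 1 medium was tested with Fisher's exact test against the 18910 genes. That test treats genes as independent, so its p-values can be too small for lists whose genes vary together. Seed storage and xylem genes were added as markers after the data were seen, partly from the top genes of −Fe−P 39 h replicate 1.

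Genes are named by a rule set beforehand. For each comparison it takes the 5 highest and 5 lowest called genes whose samples do not overlap and whose higher group has a mean of at least 5 TPM. Samples of 3 against 3 separate without overlap by chance with a share of 0.1. It also takes every gene the paper names, many of whose values in Supplementary Data 1 had been seen, and from each list the 3 called members with the largest change in each comparison. Other names are said to be chosen after their values were seen.

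The alternatives tried were pseudocounts of 0.1 and 1, no filter, a minimum mean of 5 TPM, a fit of only the 6 samples of a comparison, scaling by the median of ratios, nuclear genes only, a replicate block, eBayes without trend and robust, an unadjusted p, no fold minimum, a changed PRG list and leaving out each replicate. Leaving out 3 samples together was added after the data were seen. On simulated data with 200 changed genes among 18910, 22 to 27 of 50 genes changed 2-fold, 47 to 50 of 50 changed 3-fold and 0 to 3 unchanged genes were called, and 0 of 20 unshifted lists were called. Of the genes changed 2-fold, 44 to 50 of 50 passed the adjusted p, so the 2-fold minimum set how many were called. The simulated noise was independent between genes, so the 0 of 20 does not cover lists whose genes vary together. The other experiments of the paper, among them growth, chlorophyll, ascorbate and quantitative PCR measurements, were not analysed here.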

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

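The tests of fewer reads, of tissue make-up, of iron lack whatever the phosphate, of phosphate lack rather than iron lack and of other splits of the samples were chosen after the result was seen.

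The responses differed between 39 and 76 h by a test of the difference itself: in −Fe+P 1164 genes were more positive and 265 more negative at 76 h, and in −Fe−P 2849 and 2577. Signals outside what the paper discusses were 15 antenna genes lower in −Fe−P at 76 h, 10 anthocyanin genes higher in −Fe−P at 76 h, 5 circadian clock genes lower in −Fe+P at 76 h, and 4 genes beside bZIP58 higher in −Fe+P at 76 h.

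Replicate 1 of −Fe−P at 39 h stood apart from replicates 2 and 3, with 671 genes at least 2-fold from its mates. A mislabelled phosphate-sufficient sample is argued against, since 24 of 28 phosphate starvation genes lay above all 6 phosphate-sufficient samples, and 27 did in each of its mates. Fewer reads are argued against too: 4 libraries held fewer reads, a count that by itself decided nothing and was replaced by the most genes at least 2-fold from their mates in any of these libraries, 117. The 3 seed storage genes above the minimum TPM lay a median of 4.73 above those of its mates on the log2 scale. The 13 xylem genes differed from theirs by a median of −1.85. Both lists were taken partly from the top genes of this library, so these values are no independent support for a tissue difference. The seed storage genes CRU3, SESA5 and CRA1 held 31.5, 22.9 and 13.6 TPM in it. SESA2 held 1.67 TPM, against 0.752 and 0.603 in its mates and up to 2.08 in −Fe+P at 39 h. The xylem gene XCP2 held 8.11 TPM against 46.4 and 50.9 in its mates. A different tissue make-up, which cannot be told apart from other causes in 1 library, may be the source. No explanation beyond these was tested.

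The antenna genes were lower in −Fe−P as well as in −Fe+P at 76 h. As a choice between TPM and the median of ratios, the scaling is argued against. The median of ratios moved the median of all tested genes in −Fe−P at 76 h only from 0.10 to −0.02. That shift is much smaller than the fall of the antenna genes and lowers them further. With it 15 of 21 were called lower in −Fe−P, with a median of −1.50 against −1.37, a count that could hardly have fallen and adds no support. A shifted phase of the circadian clock cannot be told apart: the other genes with the antenna profile over the 3 times in +Fe+P, where the antenna median rose by 1.86 from 39 to 52 h, numbered 4, with a median of −0.31 in −Fe−P at 76 h. Iron lack whatever the phosphate may account for part of the pattern, since 2 antenna genes were called higher and 0 lower in −Fe−P than in −Fe+P at 76 h. By adjusted p alone 7 of 21 were higher and 0 lower (median 0.31), and the list was higher by camera (adjusted p = 0.0466, and 0.716 with an estimated correlation), so the size of the fall also differed with the phosphate for some of them. No +Fe−P shoots were sequenced, so a share of phosphate lack in the fall of −Fe−P cannot be separated from that of iron lack.

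The ribosome and nucleolus genes were lower in −Fe−P at 76 h. As a choice between TPM and the median of ratios, the scaling is argued against, since it moved the median of all tested genes only from 0.10 to −0.02. That shift is much smaller than the fall of these genes and lowers them further. With it 26 of 28 were called lower, with a median of −1.41 against −1.28, a count that could hardly have fallen and adds no support. Transcript length bias is argued against, since 470 genes matched in length and level had a median of −0.10. Phosphate lack rather than iron lack may account for the pattern, since 25 were lower in −Fe−P than in −Fe+P and 0 lower in −Fe+P than in +Fe+P. No +Fe−P shoots were sequenced, so phosphate lack and the 2 deficiencies together cannot be separated.

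For each comparison the 6 samples make 10 splits, too few for a share under 0.05. The real split was the only 1 of the 10 with as many genes called, and the highest other called 0. At 39, 52 and 76 h the real split, fitted on its 6 samples, called 189, 664 and 1079 genes in −Fe+P, 331, 1003 and 1694 in −Fe−P and 130, 414 and 1684 between −Fe−P and −Fe+P.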

How the results depend on the processing

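The alternatives were set before the data were examined, except leaving out together −Fe−P 39 h replicate 1, −Fe−P 52 h replicate 1 and −Fe+P 52 h replicate 3, which was chosen after seeing the data. These 3 samples had the largest SD around their group means (0.29, 0.20 and 0.20 on the log2 scale). By genes at least 2-fold from their mates, −Fe−P 39 h replicate 3 (229) stood further apart than the last 2 of them (173 and 169). A count of genes was taken as kept when it stayed within 1.5 times its value. Of 915 values for 42 counts of genes, 819 were kept and 96 moved. Of 1260 values for 70 counts of list members, 1210 were kept and 50 moved. Of 3029 values for 233 fold changes of single genes, 2977 kept their direction and their side of the threshold, 50 no longer passed, 2 newly passed and 0 reversed. Testing every gene with a value, nuclear genes alone, the robust fit without a trend, and an unadjusted p under 0.05 kept all the counts of genes. The cause was not tested for any change below.

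With an adjusted p under 0.05 and no fold minimum, 648, 5380 and 5587 genes were higher and 463, 675 and 1784 lower in −Fe+P at 39, 52 and 76 h. In −Fe−P 2044, 5443 and 6371 were higher and 979, 2187 and 4134 lower, and between −Fe−P and −Fe+P 543, 1848 and 4259 were higher and 392, 3283 and 5443 lower. The −Fe+P-specific genes became 1389 higher and 142 lower (1029 and 89 with a tested difference), the −Fe−P-specific genes 1534 and 1489 (771 and 1339), and the sums over the 3 times 6609 and 13230. Of the PRGs, 21, 29 and 30 were lower in −Fe+P, 16, 18 and 14 lower in −Fe−P and 4, 21 and 29 higher in −Fe−P than in −Fe+P.

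With a minimum mean of 5 TPM, 95 genes were lower in −Fe−P at 52 h, 36 were higher in −Fe+P alone (20 with a tested difference), the −Fe+P sum was 450, and 0 PRGs were lower in −Fe−P at 52 h and 0 and 10 higher in −Fe−P than in −Fe+P at 39 and 76 h. With pseudocount 1, 7 genes were lower in −Fe−P than in −Fe+P at 39 h, 0 PRGs were lower in −Fe+P and 0 higher in −Fe−P than in −Fe+P at 39 h. With pseudocount 0.1, 3 and 1 PRGs were lower in −Fe−P at 39 and 76 h. With a fit of only the 6 samples of the comparison, 0 PRGs were higher in −Fe−P than in −Fe+P at 39 h.

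With TPM scaled by the median of ratios, 58 genes were lower in −Fe−P alone (50 with a tested difference), 27 PRGs were lower in −Fe+P at 52 h, 2 and 1 PRGs lower in −Fe−P at 39 and 76 h, and 501 genes more negative at 76 than at 39 h in −Fe+P. With the 42 genes that the lists of Supplementary Data 1 give, 13 and 26 were lower in −Fe+P at 39 and 52 h, 4 lower in −Fe−P at 39 h and 11 higher in −Fe−P than in −Fe+P at 52 h. With a correlation estimated from the residuals, 28 of 198 list tests passed, against 112 with the preset correlation.

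Without the 3 samples that stand apart, 31 genes were lower in −Fe−P than in −Fe+P at 39 h, 51 lower in −Fe−P alone (47 with a tested difference), 2 and 2 PRGs lower in −Fe−P at 39 and 52 h and 0 higher in −Fe−P than in −Fe+P at 39 h, and 2082 and 531 genes more positive and more negative at 76 than at 39 h in −Fe+P.

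Leaving out 1 replicate at a time moved 28 of 408 counts. Genes lower in −Fe−P than in −Fe+P at 39 h ranged over 14 to 27 (highest without −Fe−P 39 h replicate 1, against 14), and genes lower in −Fe−P alone over 27 to 51, or 19 to 45 with a tested difference (highest without −Fe−P 52 h replicate 1, against 33 and 26). PRGs ranged over 1 to 4 lower in −Fe+P at 39 h (1 without +Fe+P 39 h replicate 1 or +Fe+P 39 h replicate 2 or −Fe+P 39 h replicate 3), 0 to 4, 1 to 2 and 0 to 1 lower in −Fe−P at the 3 times (39 h, 4 without +Fe+P 39 h replicate 3 or −Fe−P 39 h replicate 2; 2 without −Fe−P 39 h replicate 1; 3 without −Fe−P 39 h replicate 3; 52 h, 2 without −Fe−P 52 h replicate 1; 76 h, 1 without +Fe+P 76 h replicate 2 or +Fe+P 76 h replicate 3 or −Fe−P 76 h replicate 1 or −Fe−P 76 h replicate 3), and 0 to 1 higher in −Fe−P than in −Fe+P at 39 h (0 without −Fe+P 39 h replicate 3 or −Fe−P 39 h replicate 1). Genes more positive at 76 than at 39 h in −Fe+P ranged over 630 to 1225 (649 without +Fe+P 39 h replicate 2; 630 without −Fe+P 39 h replicate 2; 677 without −Fe+P 76 h replicate 2, against 1164) and genes more negative over 144 to 227 (153 without +Fe+P 39 h replicate 2 or +Fe+P 39 h replicate 3; 168 without −Fe+P 39 h replicate 2 or −Fe+P 76 h replicate 1; 171 without −Fe+P 39 h replicate 3; 162 without +Fe+P 76 h replicate 2; 144 without +Fe+P 76 h replicate 3; 172 without −Fe+P 76 h replicate 2, against 265).

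With the replicate number as a replicate block, 192 genes were called in −Fe+P at 39 h, against 188, and 1693 in −Fe−P at 76 h, against 1690. Samples of different media that share a number at a time correlated above 0.1 in 8 of 27 pairs, and 10 of 27 samples correlated best with their own number, so the numbers were not taken as pairs. With 3 samples per group and simulated changes, 22 to 27 of 50 genes changed 2-fold and 47 to 50 of 50 changed 3-fold were called. The first count was set by the 2-fold minimum, as 44 to 50 of 50 passed the adjusted p. Depth limits the weakly expressed genes: those with a mean just above 1 TPM had a median of 35 reads per sample, and those below 1 TPM were tested only with no filter.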

Differences from the paper's values

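The alternative that leaves out 3 samples together was chosen after seeing the data.

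The paper's counts are those of its Supplementary Data 1, at an adjusted p under 0.05 and at least a 2-fold change. In −Fe+P at 39 h the paper's 53 higher genes stand against 105 here, within 1.5 times of it with a minimum mean of 5 TPM (74) and with no other alternative set before the data were examined. In −Fe−P at 52 h the paper's 234 lower genes stand against 150. They come within 1.5 times with pseudocount 0.1 (174), with no filter (163), with TPM scaled by the median of ratios (210), without +Fe+P 52 h replicate 2 (180), −Fe−P 52 h replicate 1 (163) or −Fe−P 52 h replicate 2 (163), and without the 3 samples (166), an alternative chosen after seeing the values that drops 21 of 143 of the paper's genes called here; the other alternatives leave the difference. In −Fe−P at 76 h the paper's 912 lower genes stand against 491, and in −Fe+P at 76 h the paper's 423 against 226. Both come within 1.5 times with the median of ratios (716 and 288) and with no other alternative. The paper normalized its read counts with DESeq2, while the main values here keep the TPM scaling. Of the paper's measured lower genes, the median of ratios called 282 of 331 in −Fe+P at 76 h, against 224 with the TPM scaling. In −Fe−P at 52 h it called 174 of 185, against 143. It called fewer of the paper's higher genes there, 698 against 740 and 669 against 699. The scaling thus bears on the lower genes, and how far it accounts for the other differences was not tested.

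The sizes of the specific sets are from the paper's text and do not follow from its gene lists in Supplementary Data 1. Those lists give 280 higher and 55 lower genes for −Fe−P and 39 higher and 42 lower genes for −Fe+P. Of these, 231, 25, 24 and 23 are in the sets here. Against the sizes from the lists, the 2 sets of higher genes and the lower genes of −Fe+P are within 1.5 times. The lower genes of −Fe−P are not. For the lower genes of −Fe+P, the 32 of the paper's text stand against 28, also within 1.5 times. For genes specific to −Fe−P at both 52 and 76 h, the paper's 162 higher genes stand against 293, and come within 1.5 times with a minimum mean of 5 TPM (221) and with the median of ratios (241). Of the 231 genes shared with the paper's lists, the 5 TPM minimum drops 59 and the median of ratios drops 10. The paper's 52 lower genes stand against 33, and come within it with pseudocount 0.1 (36), the median of ratios (58), without −Fe−P 52 h replicate 1 (51), and without the 3 samples (51), chosen after seeing the values, which drops 1 of the genes that the paper's gene lists place in the set. For genes specific to −Fe+P, the paper's 35 higher genes stand against 57, and come within it with a minimum mean of 5 TPM (36), the median of ratios (38), without +Fe+P 52 h replicate 2 (51) or −Fe−P 52 h replicate 1 (46), and without the 3 samples (46), chosen after seeing the values, which drops 3 of the genes that the paper's gene lists place in the set. Of the 24 shared genes, the 5 TPM minimum drops 10 and the median of ratios drops 1. The remaining alternatives leave these differences.

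The paper's log2 fold changes in −Fe+P at 52 and 76 h are −1.08 and −1.20 for LHCB4.1, against −0.95 and −1.08, and −1.24 and −1.39 for PTAC16, against −1.10 and −1.28. In −Fe−P the paper's values for VTC1 at 52 and 76 h are 1.16 and 1.28, against 1.30 and 1.40, and for VTC4 at 52 h 1.09, against 1.23. With the median of ratios each of these comes within the spread between replicates, as VTC1 at 76 h does with pseudocount 1, and as each does without at least 1 of its 6 samples. The other alternatives leave them outside. Both sets of values come from the same samples, so the spread between replicates is a yardstick and not the error of their difference. Each of these values of the paper lies below the value here. The median of ratios also lowers the median of all tested genes in these comparisons.

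Of the paper's lower genes in −Fe−P at 76 h that were measured here, 485 of 795 were called lower, the others were lower as well without being called, and 689 were called with the median of ratios. Over the 12 gene lists of Supplementary Data 1, 4241 of 5692 entries were called the same way. They stand among 4815 entries tested here, and the other entries were below the minimum TPM. The entries that each alternative called beyond these, and dropped from them, were 539 called and 0 dropped with no fold minimum, 327 called and 161 dropped with the median of ratios, 322 called and 25 dropped with no filter, 209 called and 8 dropped with pseudocount 0.1, 29 called and 67 dropped with nuclear genes alone, 17 called and 2 dropped with only the 6 samples of the comparison, 12 called and 0 dropped with an unadjusted p, 1 called and 304 dropped with pseudocount 1, 1 called and 1090 dropped with a minimum mean of 5 TPM, 1 called and 5 dropped with the replicate block and 0 called and 7 dropped with the robust fit. Without single replicates, 1 to 71 were called and 2 to 103 dropped each. Leaving out the 3 samples, chosen after seeing the values, called 36 and dropped 51.

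The paper states that VTC4 mRNA fell about 2-fold in −Fe+P, and cites its Fig. 3d and Supplementary Fig. 10A. These figures show relative mRNA abundance, for which the paper names quantitative PCR, a measure other than the TPM used here. In these RNA-seq samples VTC4 passed the adjusted p at 76 h with less than a 2-fold change (log2 fold change −0.45) and did not pass at 39 or 52 h. The paper states that VTC2 rose in −Fe−P. Here it was called at 76 h, passed at 52 h with less than a 2-fold change and did not pass at 39 h. Supplementary Data 1 of the paper lists VTC2 in −Fe−P at 76 h only, with a log2 fold change of 1.00 against 1.13 here. The paper states that −Fe−P left the PRGs unaffected at 52 and 76 h. Here 1 and 0 of 31 were called lower at those times, 1 and 1 higher, and 18 and 14 passed an adjusted p under 0.05 as lower with no fold minimum.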

Other observations

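The test of a weaker iron lack in −Fe−P shoots was chosen after the result was seen.

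Of 11 measured anthocyanin synthesis genes, 0, 4 and 10 were upregulated in −Fe−P at 39, 52 and 76 h and 0, 0 and 0 in −Fe+P, also when adjusted over the list alone. MYB90 had a log2 fold change of 2.84 in −Fe−P at 76 h (standard error 0.30), and 11 genes were higher in −Fe−P than in −Fe+P. The 4 genes of 52 h became 2 with the median of ratios, 2 without +Fe+P 52 h replicate 1 or −Fe−P 52 h replicate 1, and 7 without +Fe+P 52 h replicate 2. By camera the list was higher in −Fe−P (adjusted p = 0.0103, 0.0104 and 2.4e-05), with adjusted p = 0.525, 0.525 and 0.313 with an estimated correlation.

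Of 13 circadian clock genes, 0, 0 and 5 were downregulated and 0, 0 and 1 upregulated in −Fe+P, and 0, 1 and 1 and 0, 1 and 2 in −Fe−P. At 76 h in −Fe+P, CCA1 had −1.32 and TOC1 1.44 (standard errors 0.34 and 0.12), and camera gave an adjusted p of 0.0581. Of 10 measured genes of chlorophyll breakdown and senescence, 1, 1 and 1 were downregulated and 0, 1 and 1 upregulated in −Fe+P, and NYC1 had −2.71, −2.87 and −1.85 (standard error 0.14; camera, adjusted p = 0.0127, 0.0580 and 0.0607, with adjusted p = 0.202, 0.324 and 0.332 with an estimated correlation). Of 4 measured root marker genes, 0, 1 and 0 were downregulated in −Fe−P and 0, 0 and 0 in −Fe+P (camera in −Fe+P, adjusted p = 0.0330, 0.0243 and 0.0456, with adjusted p = 0.343, 0.324 and 0.378 with an estimated correlation).

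Of 12 measured genes at the paper's mapped loci, 4, 4 and 4 were upregulated and 0, 1 and 1 downregulated in −Fe+P (camera, adjusted p = 0.00337, 0.0641 and 0.0933, with adjusted p = 0.164, 0.375 and 0.433 with an estimated correlation). The 4 upregulated genes lie beside bZIP58, while AT1G13570 and LAG13 (AT1G13580) of the same locus were not called. AT1G13609, a defensin-like gene, had 3.46, 4.16 and 5.30 in −Fe+P and 3.52, 4.07 and 5.02 in −Fe−P (standard error 0.27), AT1G13608 3.30, 3.53 and 4.99 and AT1G13607 1.94, 2.61 and 2.93 in −Fe+P (standard errors 0.42 and 0.36), and AT1G13610 1.92, 2.12 and 1.44 (standard error 0.17). With a minimum mean of 5 TPM, the 4 upregulated genes became 2. AT1G13607 did not pass at 39 h in a fit of only its 6 samples (adjusted p = 0.0668). PHT4;4 and PHT4;3 passed an adjusted p under 0.05 in no comparison. PHT4;6 had −0.63 in −Fe−P at 76 h (adjusted p = 2.2e-05) and PHT4;5 0.24 (adjusted p = 0.0126), both under 2-fold. PHT4;5 did not pass with the median of ratios (adjusted p = 0.172) or without −Fe−P 76 h replicate 3 (0.0739). UBQ10 had −0.40 in −Fe+P at 76 h (adjusted p = 0.00558). PHR1 (AT4G28610) passed in no comparison. JUB1 (AT2G43000), at a mean of 0.660 TPM, was not tested.

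The PRGs were less low in −Fe−P than in −Fe+P at 76 h, and a weaker iron lack in the −Fe−P shoots may contribute. Of 17 iron storage genes, 12 were higher in −Fe−P than in −Fe+P by adjusted p (median 0.92), while 3 of 26 iron deficiency response genes were lower (median −0.24). Both medians lie in the direction a weaker iron lack predicts, but in the iron deficiency response list 1 gene was higher and camera did not pass (adjusted p = 0.675), so the expression values leave this open. No +Fe−P shoots were sequenced, so an effect of phosphate lack on these genes cannot be separated from a weaker iron lack. Against a weaker iron lack, the paper reports that total shoot iron in −Fe−P could not be told from that in −Fe+P, in plants kept in the media for longer than these, and that the phenanthroline method found no difference in bioavailable iron between them.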
